# Obesity accelerates endothelial-to-mesenchymal transition in adipose tissues of mice and humans

**DOI:** 10.3389/fcvm.2023.1264479

**Published:** 2023-09-19

**Authors:** Nicholas W. Chavkin, Tanvi Vippa, Changhee Jung, Stephanie McDonnell, Karen K. Hirschi, Noyan Gokce, Kenneth Walsh

**Keywords:** endothelial-to-mesenchymal transition, obesity, adipose, endothelium, aging, vascular biology

## Abstract

**Introduction:**

Vascular dysfunction and chronic inflammation are characteristics of obesity-induced adipose tissue dysfunction. Proinflammatory cytokines can drive an endothelial-to-mesenchymal transition (EndoMT), where endothelial cells undergo a phenotypic switch to mesenchymal-like cells that are pro-inflammatory and pro-fibrotic. In this study, we sought to determine whether obesity can promote EndoMT in adipose tissue.

**Methods:**

Mice in which endothelial cells are lineage-traced with eYFP were fed a high-fat/high-sucrose (HF/HS) or Control diet for 13, 26, and 52 weeks, and EndoMT was assessed in adipose tissue depots as percentage of CD45^−^CD31^−^Acta2^+^ mesenchymal-like cells that were eYFP ^+^. EndoMT was also assessed in human adipose endothelial cells through cell culture assays and by the analysis of single cell RNA sequencing datasets obtained from the visceral adipose tissues of obese individuals.

**Results:**

Quantification by flow cytometry showed that mice fed a HF/HS diet display a time-dependent increase in EndoMT over Control diet in subcutaneous adipose tissue (+3.0%, +2.6-fold at 13 weeks; +10.6%, +3.2-fold at 26 weeks; +11.8%, +2.9-fold at 52 weeks) and visceral adipose tissue (+5.5%, +2.3-fold at 13 weeks; +20.7%, +4.3-fold at 26 weeks; +25.7%, +4.8-fold at 52 weeks). Transcriptomic analysis revealed that EndoMT cells in visceral adipose tissue have enriched expression of genes associated with inflammatory and TGFβ signaling pathways. Human adipose-derived microvascular endothelial cells cultured with TGF-β1, IFN-γ, and TNF-α exhibited a similar upregulation of EndoMT markers and induction of inflammatory response pathways. Analysis of single cell RNA sequencing datasets from visceral adipose tissue of obese patients revealed a nascent EndoMT sub-cluster of endothelial cells with reduced *PECAM1* and increased *ACTA2* expression, which was also enriched for inflammatory signaling genes and other genes associated with EndoMT.

**Discussion:**

These experimental and clinical findings show that chronic obesity can accelerate EndoMT in adipose tissue. We speculate that EndoMT is a feature of adipose tissue dysfunction that contributes to local inflammation and the systemic metabolic effects of obesity..

## Introduction

An estimated 39%–49% of the world population is overweight or obese (1, 2), and this condition significantly contributes to cardiovascular morbidity and mortality through the systemic dysregulation of inflammatory cytokines (3). Chronic obesity promotes dysfunctional adipose tissue remodeling, resulting in decreased circulation of anti-inflammatory adipokines and increased pro-inflammatory adipokines (3, 4). In obesity, dysfunctional adipose tissue is characterized by macrophage infiltration (5, 6) and polarization towards a pro-inflammatory phenotype (7), necrotic adipocytes surrounded by macrophages that can be visualized as “crown-like” structures (8), tissue fibrosis (9), and vascular rarefaction (10). In this condition, the local pro-inflammatory milieu of the adipose tissue affects adipocytes, fibroblasts, immune cells, and endothelial cells, contributing to adipose tissue dysfunction (3, 11–13). Additionally, adipose tissue hypoxia caused by vascular rarefaction and impaired endothelial cell function will lead to greater cellular stress and inflammation (14–16). These features contribute to a feedforward loop that increasingly favors systemic metabolic dysfunction under conditions of chronic obesity. Thus, a more detailed understanding the multicellular responses that promote dysregulated remodeling in adipose tissue is critical to determining underlying mechanisms of obesity-induced pathologies.

A known consequence of pro-inflammatory cytokines on endothelial cells is a transition from an endothelial to a mesenchymal phenotype (17). This process, termed Endothelial-to-Mesenchymal Transition (EndoMT), has been identified in numerous cardiovascular disease states, including atherosclerosis (18), myocardial infarction (19), pulmonary hypertension (20), and other conditions (21, 22). EndoMT occurring in obese adipose tissue could contribute to the pro-inflammatory, pro-fibrotic, and hypoxic environment that drives dysfunctional adipose tissue remodeling. Notably, a prior clinical study identified transitioning endothelial cells in visceral adipose tissue of obese patients through colocalized immunofluorescence imaging of Smooth Muscle alpha-Actin (mesenchymal marker) and CD31 (endothelial marker) in vessels (23). However, quantitative analysis of the extent of EndoMT enabled by mouse lineage tracing models, and elucidation of the conditions that promote EndoMT in adipose tissue, have not been investigated previously. As EndoMT involves the transition of endothelial cells to a new phenotypic state, studies describing EndoMT can be facilitated by murine transgenic methodologies and by mechanistic and single cell transcriptome analyses of EndoMT in human cells and tissues, respectively.

Herein, we examine EndoMT and underlying mechanisms in adipose tissue with experimental models and clinical datasets. First, employing methods that trace the endothelial cell lineage in mice, it was found that diet-induced obesity accelerates the rate of EndoMT in adipose tissue, particularly in visceral compared to subcutaneous adipose tissue. Transcriptomic analysis of the EndoMT cells from obese mice revealed the upregulation of EndoMT-related genes, including the enrichment of inflammatory response genes. A similar transcriptional profile was also observed in human primary adipose-derived endothelial cells treated with a pro-inflammatory cytokine cocktail to induce EndoMT. Finally, the analysis of single cell RNA sequencing (scRNAseq) datasets of stromal cells from the visceral adipose tissue of individuals with obesity revealed a subset of endothelial cells expressing transcripts associated with EndoMT. The combined analysis of these human single cell datasets identified transcription profiles that were also found in the experimental models of EndoMT. Collectively, these data support the conclusion that obesity accelerates EndoMT in adipose tissue and that this is associated with an inflammatory transcriptional response within the EndoMT cells.

## Materials and methods

### Animal work

All experiments and handling of mice was approved by the University of Virginia Animal Care and Use Committee (ACUC). Mice used in these experiments were generated from two transgenic alleles: Cdh5-CreERT2 (24) and ROSA26-eYFP (25). Tamoxifen was administered to mice at 6 weeks of age by 10 injections of 100 μl of 10 mg/ml Tamoxifen (Sigma, Cat #T5648) dissolved in peanut oil. Injections were performed once per day for 5 days, followed by 2 days of recovery, then once per day for 5 days. Mice were then given a recovery period of 14 days before further assays were performed. Euthanasia of mice was performed by overdose of inhaled isoflurane followed by surgical pneumothorax induction. Both male and female mice were used in these experiments.

### High fat and high sucrose (HF/HS) diet-induced obesity model

Mice were fed *ad libitum* with either a normal chow (NC) diet or high fat and high sucrose (HF/HS) diet (F1850, Bio-Serv) for 13, 26, or 52 weeks starting at 10 weeks after the tamoxifen injection protocol. Several mice were maintained on NC diet for 104 weeks. Total number of mice analyzed at 13 weeks was 8 NC diet (3 female, 5 male) and 15 HF/HS diet (8 female, 7 male), at 26 weeks was 9 NC diet (4 female, 5 male) and 17 HF/HS diet (9 female, 8 male), at 52 weeks was 9 NC diet (4 female, 5 male) and 13 HF/HS diet (8 female, 5 male), and at 104 weeks was 11 NC diet (4 female, 7 male). The composition of the HF/HS diet is 35.8% fat, 36.8% carbohydrate, and 20.3% protein. Mice were weighed at initiation of diet and at euthanasia. Metabolic function in some mice was assessed by glucose tolerance test (GTT) and insulin tolerance test (ITT) before euthanasia. GTT was performed by fasting mice overnight, administering an intraperitoneal injection of 1 mg glucose (50% dextrose injection, Hospira, Cat# 0409-6648-02) per 1 g body weight, then measuring blood glucose by glucose test strips (Accuchek, Roche) at 0, 15, 30, 60, 90, and 120 min after injection. ITT was performed by fasting mice for 4–6 h, administering an intraperitoneal injection of 0.75 U insulin (Humulin, Eli Lilly, Cat# 0002-8215-17) per 1 kg body weight, then measuring blood glucose at 0, 15, 30, 60, 90, and 120 min after injection.

### Tissue collection and analysis

Mice were euthanized according to protocols approved by the University of Virginia ACUC at 13, 26, and 52 weeks after diet, along with several mice at 104 weeks after normal control diet. Subcutaneous adipose tissue was collected from the inguinal fat pad. Visceral adipose tissue was collected from the epididymal fat pad. Lung, kidney, and liver were isolated. Small tissue samples were collected and fixed with 4% paraformaldehyde for immunofluorescent staining and imaging analysis. Cells were isolated from fresh tissues by physical mincing with dissection scissors and then incubation in digestion solution of 5 mg/ml Liberase™ (Sigma, Cat #LIBTM-RO) and 5 μl/ml elastase (Sigma, Cat #E1250) in HBSS (Gibco, Cat #14025092) at 37°C for 60 min. Digested tissue was then centrifuged at 1000 × g for 5 min, and the supernatant containing adipocytes was removed. The cell pellet was resuspended and passed through a 70 μm filter. If used for flow cytometry, cells were fixed with 4% paraformaldehyde for 10 min on ice. Cells were then washed and incubated in immunofluorescent antibodies for flow cytometry analysis and FACS in staining buffer containing 1% BSA (Sigma, Cat #A6003) in PBS (Gibco, Cat #10010023). If used for FACS, a viability stain was included to eliminate cells with ruptured membranes. Immunofluorescent antibodies were used for flow cytometry and FACS: BV421-conjugated anti-mouse CD31 (MEC 13.3, BD Biosciences, Cat #562939), PerCP-conjugated anti-mouse CD45 (30-F11, BD Biosciences, Cat #557235), AlexaFluor594-conjugated anti-Acta2 (D4K9N, Cell Signaling Technologies, Cat #36110). Flow cytometry and FACS were performed using a FACSMelody (BD Biosciences). Flow cytometry was analyzed using FlowJo v10.6.1. Linear and multivariate regression analysis was performed using the Fitting Linear Models function in R with the “lm()” function.

### Fluorescence immunostaining

Adipose tissue was isolated and fixed as described above. Tissues were dehydrated by sequential incubation in ethanol and xylene, embedded in paraffin wax, sectioned to 10 μm thick, incubated on slides to attach, and rehydrated by reverse incubation in xylene and ethanol into PBS. Tissue sections were prepared for immunostaining by performing antigen retrieval using antigen unmasking solution (Vector Labs, Cat #H-3300), permeabilized by incubating with 1% Tween20 in PBS for 30 min at room temperature, then blocked using 3% donkey serum and 0.1% Tween20 in PBS for 1 h at room temperature. Tissue sections were immunostained by incubation in primary antibodies (goat anti-CD31, Q08481, R&D Systems, Cat #AF3628; AlexaFluor594-conjugated rabbit anti-Acta2, D4K9N, Cell Signaling Technologies, Cat #36110; chicken anti-GFP, AbCam, Cat #ab13970) for 1 h at room temperature. After washing, fluorescence-conjugated secondary antibodies were incubated for 1 h at room temperature. DAPI (Thermo Scientific, Cat #62248) was incubated on tissue sections for 5 min at room temperature. Immunostained sections were imaged using a Leica Thunder DMi8 Fluorescence Microscope.

### Bulk RNA sequencing

Bulk RNA sequencing was performed on cells isolated from visceral adipose tissue after FACS or cultured human primary adipose-derived microvascular endothelial cells (described below). RNA from visceral adipose tissue was isolated from mice on NC diet (*n* = 3 male) or HF/HS diet (*n* = 3 male) for 52 weeks. RNA from cultured cells was isolated from Control treatment (*n* = 3) or EndoMT treatment (*n* = 3) as described below. RNA was purified using the RNeasy MinElute kit (Qiagen, Cat #74204). Purified RNA was submitted to the Yale Center for genome analysis for quality control analysis, low-input RNA sequencing amplification, PolyA RNA library preparation, and paired-end 100 bp sequencing (NovaSeq v2, Illumina). Samples were multiplexed in sequencing runs to average 20M reads per sample. Raw sequencing reads were demultiplexed into sample specific Fastq files, which were analyzed by aligning to reference genomes (mouse mm10 or human hg38) by Kallisto v0.46.2 (26). Differential gene expression analysis was performed with Sleuth v0.30.0 (27). Gene set enrichment analysis was performed with GSEA v4.1 software (Broad Institute).

### Cell culture EndoMT model

The EndoMT cell culture model was performed as previously described (23). Briefly, primary human adipose-derived microvascular endothelial cells (HAMVEC, ScienCell, Cat #7200) were obtained and passaged in EGM-2 (Lonza, Cat #CC-3162). For bulk RNA sequencing, HAMVEC were seeded into 6-well plates at 2.5 × 10^5^ cells per well and grown overnight, then induced with either control media (EGM-2) or EndoMT induction media (EGM-2 with 5 ng/ml TNF-*α*, 5 ng/ml IFN*γ*, and 5 ng/ml TGFβ1) for 4 days with an induction media change at 2 days, and RNA was collected and purified using the RNeasy MinElute kit (Qiagen, Cat #74204). Purified RNA was submitted for bulk RNA sequencing and analyzed, as described above. For immunofluorescence staining, HAMVEC were seeded onto 4-well chamber slides (ThermoFisher, Cat #154526) at 2.5 × 10^4^ cells per chamber and subjected to the same EndoMT induction assay as above, then fixed with 4% paraformaldehyde and immunostained in staining buffer containing PBS with 3% donkey serum and 0.1% Tween20 with primary antibodies (Armenian hamster anti-CD31, 2H8, ThermoFisher, Cat #MA3105; AlexaFluor594-conjugated rabbit anti-Acta2, D4K9N, Cell Signaling Technology, Cat #36110), followed by staining with secondary fluorescent-labeled antibodies. DAPI was used as a nuclei counterstain. Immunostained fluorescent cells were imaged using a Leica SP8 Confocal Microscope.

### Analysis of single cell RNA sequencing datasets

Clinical single cell RNA sequencing datasets were obtained from previously published studies (28–30). De-multiplexed, aligned, and normalized data tables were downloaded from online repositories. Seurat v4 (31) was used to analyze each dataset individually. Data was selected for samples from visceral adipose tissue of obese patients, yielding 12,899 cells with 18,306 genes in the Vijay et al. dataset (28), 18,261 cells with 33,538 genes in the Hildreth et al. dataset (29), and 46,539 cells with 31,533 genes in the Emont et al. dataset (30). Cells were scaled and clustered using standard Seurat functions and variables, and UMAP dimensionality reduction was performed with 20 principal components. Endothelial cell clusters yielded 472 endothelial cells with 18,306 genes in the Vijay et al. dataset (28), 1,274 endothelial cells with 33,538 genes in the Hildreth et al. dataset (29), and 1,269 endothelial cells with 33,538 genes in the Emont et al. dataset (30), and they were further analyzed by scaling, clustering, and performing UMAP dimensionality reduction. Endothelial cell clusters were combined by SCT Integration following the Seurat analysis pipeline. Cell scoring was performed by the AddModuleScore function in the Seurat package using described gene sets. Imputation of gene expression was performed using the MAGIC algorithm (32) and visualized over UMAP reduction plots.

### Statistical analysis

Statistical tests were performed as stated in the figure legends. Tests were performed using either GraphPad Prism v9.4.1 or statistical testing from software used in R on either linear regression analysis, multivariate regression analysis, gene set enrichment analysis, or differential gene expression in Sleuth for bulk RNA sequencing analysis.

## Results

### Diet-induced obesity promotes EndoMT in murine adipose tissue

Endothelial cells lose the expression of endothelial-specific genes as they transition into a mesenchymal phenotype. Therefore, rigorous quantification of EndoMT can be facilitated by the pre-labeling of endothelial cells with a lineage tracing mouse model (Cdh5-CreER^T2^; ROSA26-eYFP). In this system, endothelial cells are pre-labelled with eYFP by tamoxifen-induced Cre recombination, which removes a flox-stop-flox DNA cassette before the eYFP transgene and allows for permanent eYFP expression in any Cdh5 + endothelial cell prior to the initiation of the experimental diets and continues after tamoxifen administration is withdrawn and Cre is inactive. Through this method, endothelial cells that transition away from an endothelial cell phenotype over time and with diet, and therefore lose endothelial cell gene expression, can still be identified by eYFP expression. Mice are then fed either a normal control diet (NC diet) or an obesogenic high fat high sucrose diet (HF/HS diet) for 13, 26, or 52 weeks (Figure 1A). As expected, HF/HS diet significantly increased mouse body mass at all time points, and these mice increasingly exhibited impairments in their metabolic responses to the administration of glucose or insulin, indicative of systemic metabolic dysfunction (Supplementary Figure S1). EndoMT was then quantified in subcutaneous and visceral adipose tissue depots by isolating the stromal vascular fraction and performing flow cytometry to determine the percentage of eYFP^+^ endothelial-derived cells within the CD45^−^CD31^−^Acta2^+^ mesenchymal population (Figure 1B). Quantification showed that HF/HS diet induces a time-dependent increase in EndoMT cells that was greater in the visceral adipose tissue (9.6 ± 1.5% eYFP^+^ of the CD45^−^CD31^−^Acta2^+^ cells at 13 weeks, 27.0 ± 2.4% at 26 weeks, 32.4 ± 3.8% at 52 weeks, mean ± S.E.M) compared to subcutaneous adipose tissue (4.9 ± 0.4% at 13 weeks, 15.4 ± 2.2% at 26 weeks, 18.0 ± 2.7% at 52 weeks, mean ± S.E.M) at all time points analyzed (Figure 1C). In mice on NC diet, a time-dependent increase in EndoMT was also observed in the visceral adipose tissue (4.2 ± 0.4% at 13 weeks, 6.3 ± 1.2% at 26 weeks, 6.7 ± 1.1% at 52 weeks, mean ± S.E.M) and subcutaneous adipose tissues (1.9 ± 0.5% at 13 weeks, 4.8 ± 1.1% at 26 weeks, 6.2 ± 1.0% at 52 weeks, mean ± S.E.M) (Figure 1C). The rate of EndoMT in HF/HS diet compared to NC diet increased over time on diet in visceral adipose tissue (+5.5% eYFP^+^ of the CD45^−^CD31^−^Acta2^+^ cells, +2.3-fold at 13 weeks; + 20.7%, +4.3-fold at 26 weeks; +25.7%, +4.8-fold at 52 weeks) and subcutaneous adipose tissue (+3.0%, +2.6-fold at 13 weeks; +10.6%, +3.2-fold at 26 weeks; +11.8%, +2.9-fold at 52 weeks). Further, the percentage of EndoMT in subcutaneous and visceral adipose tissue are also linearly correlated with time on diet, with a greater correlation slope in mice on HF/HS diet in both adipose depots (0.235% per week in subcutaneous, 0.420% per week in visceral) compared to NC diet (0.115% per week in subcutaneous, 0.036% per week in visceral) and a greater slope of linear regression in HF/HS visceral adipose tissue compared to HF/HS subcutaneous adipose tissue (Figure 1D). Of note, EndoMT percentage was significantly correlated with age of mice on NC diet. This was investigated by maintaining mice on NC diet for 104 weeks and quantifying EndoMT percentage in visceral adipose tissue, revealing a continuation of the linear correlation between EndoMT percentage and age.

**Figure 1:**
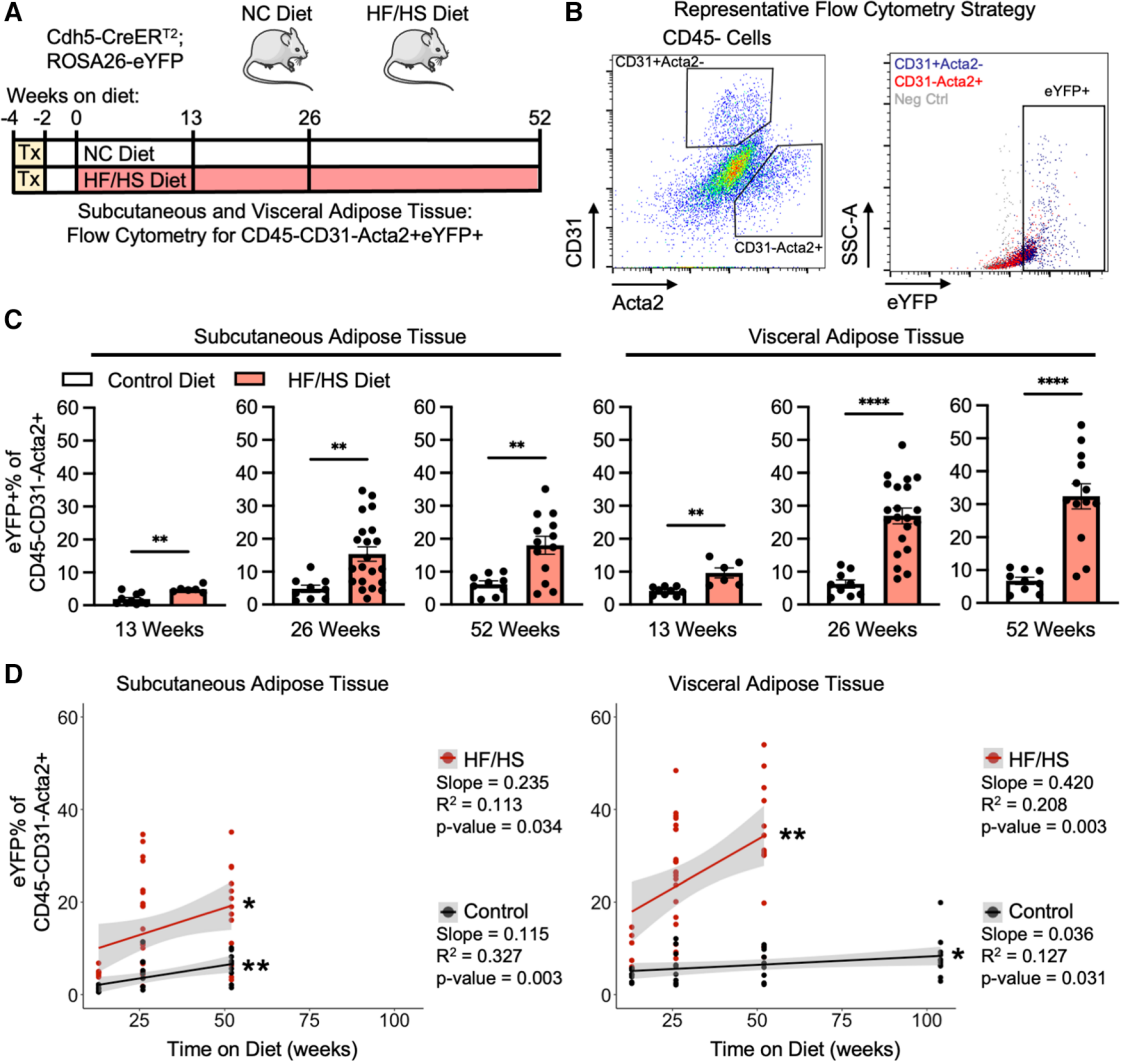
Adipose tissue endoMT in obesity-induced endothelial cell lineage tracing mice. (**A**) Overview schematic of the experimental strategy. (**B**) Representative flow cytometry gating strategy describes the identification of CD31-Acta2 + cells, then quantification of eYFP% of this population. (**C**) EndoMT rate defined as eYFP% of CD45-CD31-Acta2 + cells in subcutaneous and visceral adipose tissue from mice on Control or HF/HS diet for 13, 26, or 52 weeks (student's *t*-test, *p*-values: * <0.05, ** <0.01, *** <0.001, **** <0.0001). (**D**) Linear regression between rate of EndoMT and age in individual mice in subcutaneous or visceral adipose tissue between Control diet and HF/HS diet (linear correlation analysis, *p*-values: * <0.05, ** <0.01).

As many variables could be contributing to the extent of EndoMT in adipose tissue, the association of EndoMT with time on diet, body weight, and sex were investigated by multivariate regression analyses. These analyses showed that time on diet has a greater contribution to rate of EndoMT accumulation compared to overall mouse body weight in either subcutaneous or visceral adipose tissue (Figures 2A,B). This relationship was found regardless of whether mice are on HF/HS diet or NC diet. As expected, the relative rates of EndoMT accumulation are greater in visceral adipose compared to subcutaneous tissue depots, and this was also evident through paired longitudinal analyses of EndoMT in subcutaneous and visceral adipose tissues of individual mice at 13, 26, and 52 weeks on diet (Figure 2C). Sex as a biological variable for EndoMT was also investigated. Although overall weight gain is higher in male mice on HF/HS diet, the rate of EndoMT accumulation did not significantly differ between male and female mice in subcutaneous or visceral adipose tissue at 13, 26, or 52 weeks on either NC diet or HF/HS diet (Supplementary Figure S2). Finally, the extent of EndoMT was also investigated in other tissues. At 13 weeks on HF/HS diet, little or no EndoMT could be detected in lung, kidney, or liver, as determined by comparison with Cre-negative control mice, whereas EndoMT was readily observed in the subcutaneous and visceral adipose tissue (Figure 2D). Together, these analyses show that time on diet and visceral location provide the greatest contributions to the development of EndoMT in adipose tissue.

**Figure 2:**
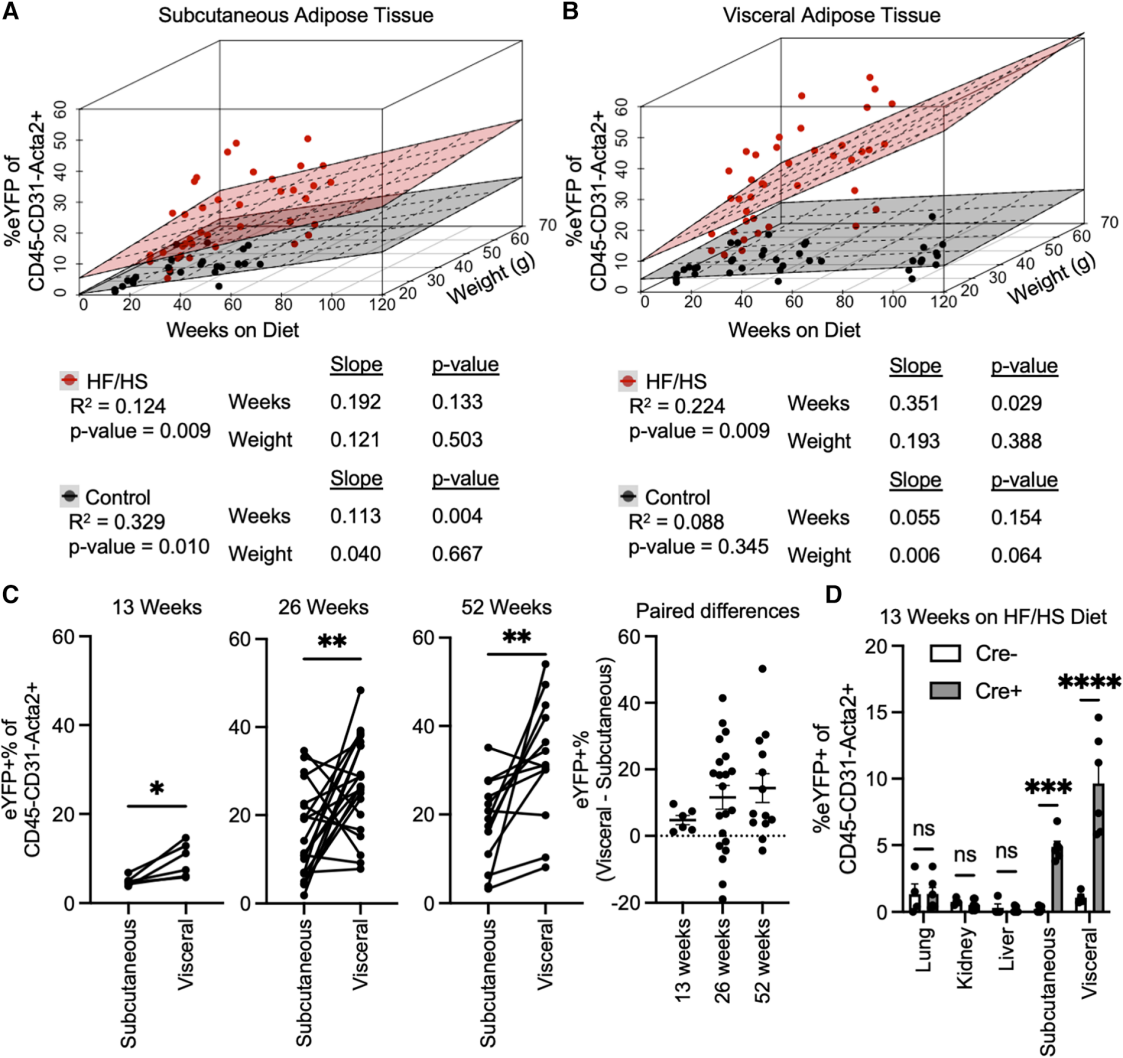
Associations of EndoMT to time on diet, body weight, and adipose tissue location. Multivariate regression analysis quantified relative association of EndoMT to weeks on diet or weight of mice in (**A**) subcutaneous or (**B**) visceral adipose tissue (slope and *p*-value presented from multivariate regression analysis). (**C**) Pairwise analysis of EndoMT in subcutaneous and visceral adipose tissues from the same mice are connected by lines in 13, 26, and 15 weeks on HF/HS diet, with paired differences quantified and presented as EndoMT in visceral minus EndoMT in subcutaneous adipose tissue (paired student's *t*-test, *p*-values: * <0.05, ** <0.01). (**D**) Rate of EndoMT was quantified in lung, kidney, liver, subcutaneous adipose tissue, and visceral adipose tissue in negative control mice (Cre- with no lineage tracing) and in reporter mice (Cre + with lineage tracing) at 13 weeks on HF/HS diet (one-way ANOVA with post-hoc Tukey, *p*-values: * <0.05, ** <0.01, *** <0.001, **** <0.0001).

### Adipose EndoMT cells display increased inflammatory and TGFβ transcriptional responses

The localization of EndoMT cells was performed in the endothelial lineage tracing model through immunofluorescent imaging. In this analysis, a cell that is positive for eYFP and Acta2 but negative for CD31 is scored as an EndoMT-positive cell. Samples of visceral adipose tissue from mice fed HF/HS diet were isolated at 26 weeks on diet, and the tissues were fixed, sectioned, and immunostained for CD31, Acta2, and eYFP. Imaging of these sections revealed that EndoMT cells are found on the exterior to arterial vessels with protrusions that are oriented away from the vessel lumen (Figure 3A). A similar localization pattern has been observed in clinical specimens where the putative transitioning endothelial cells are identified within arterial vessels via the simultaneous expression of CD31 and ACTA2 (18, 20, 22, 23). In addition to the perivascular location, EndoMT cells were also identified in the regions of the visceral adipose tissue stroma (Figure 3B).

**Figure 3:**
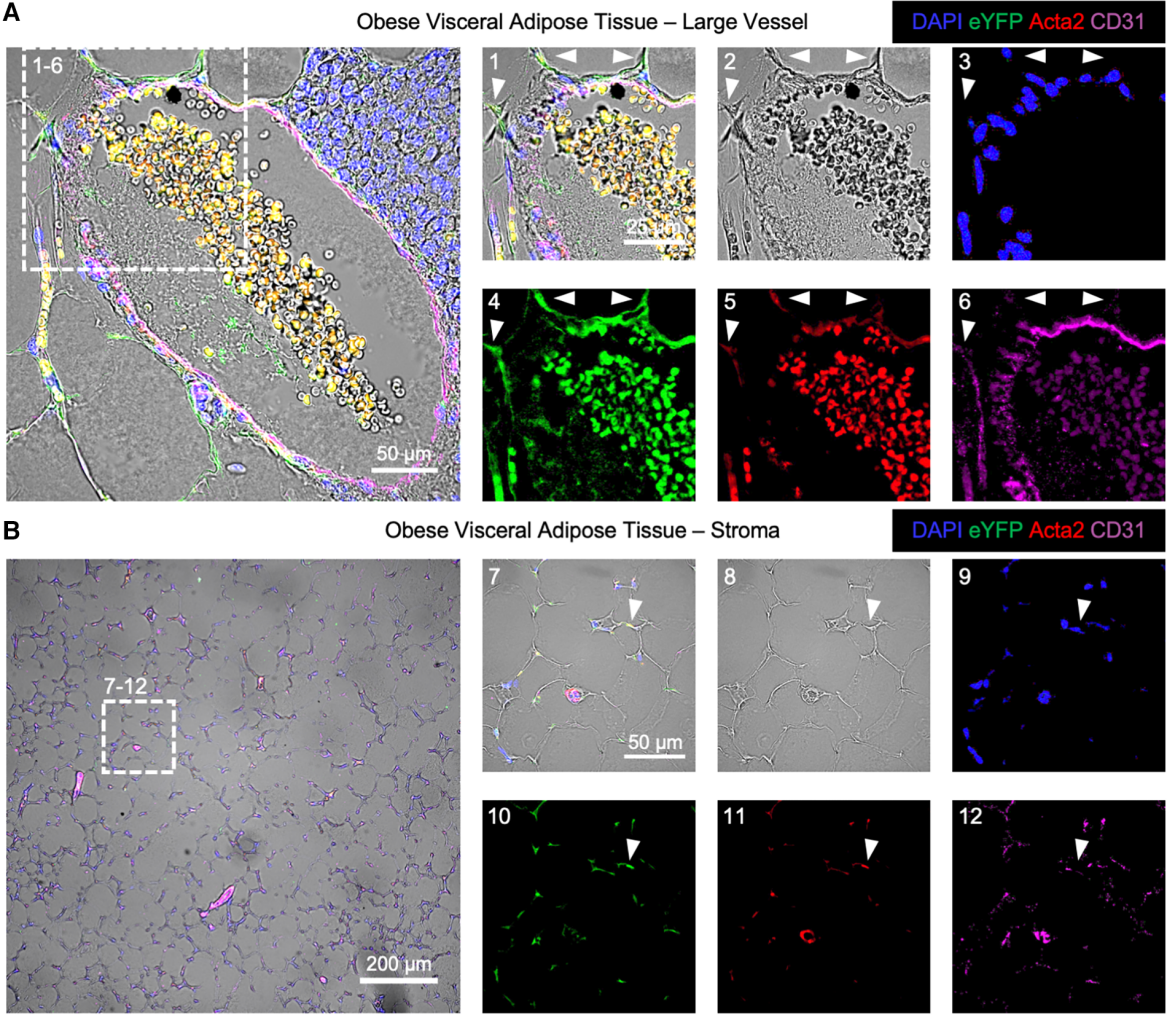
Immunofluorescence imaging of endoMT cells in obese visceral adipose tissue of mice. Visceral adipose tissue from Cdh5CreER^T2^; Rosa26eYFP lineage tracing mice on HF/HS diet was immunofluorescently labeled for cell nuclei by DAPI, the eYFP reporter, Acta2, and CD31 overlaid with brightfield imaging to visualize EndoMT cells as DAPI + eYFP + Acta2 + CD31-. (**A**) A representative large vessel is shown, with a magnified section to highlight EndoMT cells by white arrows in (1) all channels, (2) brightfield, (3) DAPI, (4) eYFP, (5) Acta2, and (6) CD31. (**B**) A representative image of the stroma with small vessels is shown, with a magnified section to highlight an EndoMT cell by a white arrow in (1) all channels, (2) brightfield, (3) DAPI, (4) eYFP, (5) Acta2, and (6) CD31.

The transition from endothelial-to-mesenchymal phenotype corresponds to transcriptional changes that can have functional consequences (33). To investigate these transcriptional changes in the current context, stromal vascular fraction cells were isolated from the visceral adipose tissue of endothelial lineage-traced mice that were fed HF/HS diet for 52 weeks, and cells were separated by FACS into CD31^+ ^eYFP^+^ endothelial cells and CD31^−^eYFP^+^ EndoMT cells. 

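Libraries were made from 3 samples of CD31+eYFP+ endothelial cells and 3 samples of CD31−eYFP+ EndoMT cells, numbered 1 to 3 in each group. In the lineage-traced mice, eYFP marks cells that descend from endothelial cells, so both sorted groups carry it and CD31, encoded by Pecam1, separates them. All 6 libraries are labelled as HF/HS diet, given as 12 months in the labels and as 52 weeks in the results. The methods instead list mice on NC and on HF/HS diet for the bulk sequencing. The libraries were analysed here as the labels and the results describe them. The authors quantified reads with Kallisto and normalized and tested them with Sleuth, and deposited 1 normalized abundance per gene and library. These values behave like TPM that were rescaled between libraries. Their totals ran from 462295 to 2020340, with a median of 1214380 in endothelial cells and 872096 in EndoMT cells. The reads behind each value are not given in the files, so the depth is unknown and no counting error could be computed. Genes with a mean of at least 1 over the 6 libraries were tested with limma on log2 of the value plus 0.5, with the group as the only term. A second model added the replicate number as a block, since the results call the replicates paired. After group means were removed, the correlation across genes between same-numbered libraries was 0.16 for replicate 1, −0.0016 for replicate 2 and 0.17 for replicate 3. Genes are not independent replicates, so no test was attached to these correlations. Globin transcripts took 53.4%, 84.3% and 91.0% of the totals in endothelial replicates 1 to 3, and 45.5%, 81.8% and 92.7% in EndoMT replicates 1 to 3. Correlations across genes of log2 values lay between 0.55 and 0.69 within groups and between 0.49 and 0.74 between groups. Of all values in the table, 13.6% are 0, including values of 4 out of 30 housekeeping genes (Cyc1, Gusb, Polr2a and Tbp). For genes with a value of 0, each library's value is therefore given in place of a mean. Pecam1, on chromosome 11 of GRCm38 from 106654217 to 106750628, had values of 5.23, 6.56 and 10.2 in endothelial libraries and 7.81, 9.97 and 4.74 in EndoMT libraries. Its log2 fold change was 0.025 (limma, adjusted p = 0.998), smaller than the differences among replicates. Cdh5 had values of 0, 0.104 and 0 in endothelial libraries and 1.18, 1.11 and 0 in EndoMT libraries, and Acta2 had values of 25.4, 21.2 and 11.7 and 8.94, 15.5 and 0.894. Acta2 was lower in the EndoMT library of every pair (log2 fold change −1.68) and Cdh5, which is below the filter, higher in 2 of 3 (log2 fold change 1.05), and limma called both at an unadjusted p-value under 0.05 with the replicate block and not without it.

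**Figure D1:**
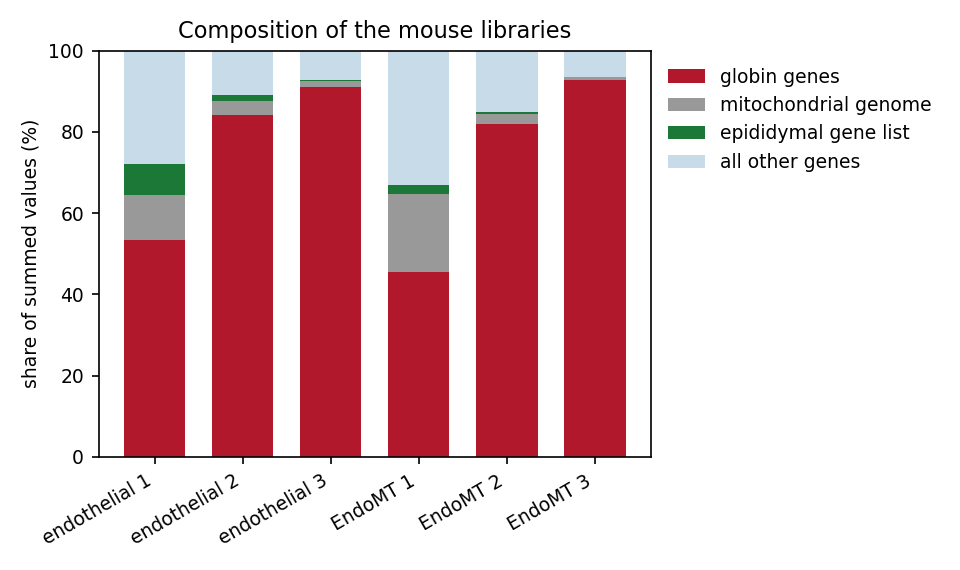
Stacked bars of the composition of the 6 mouse libraries. The vertical axis gives the share of each library's summed values in percent, for globin genes, mitochondrial genes, a list of genes of the epididymis written after the data were examined, and all other genes. The globin share rises from replicate 1 to replicate 3 in both groups, up to 92.7%, and the share of genes of the epididymis falls, from 7.65% to 0.271% in endothelial libraries and from 2.05% to 0.0194% in EndoMT libraries. Part of that fall is the rise of globins in the totals. With globins left out (not drawn), the share falls from 16.4% to 3.03% in endothelial libraries and from 3.75% to 0.268% in EndoMT libraries.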

RNA was isolated and bulk RNA sequencing was performed after low-input cDNA amplification on three paired replicate samples. 

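Of 6739 genes tested in the mouse libraries, 301 had an unadjusted p-value under 0.05 by limma. Of these, 101 were higher in EndoMT cells and 200 were higher in endothelial cells. In simulations with mouse noise, 5.40% of unchanged genes passed that threshold, so unchanged genes alone can give as many as 301. The count by itself does not show a difference between the groups. After Benjamini-Hochberg adjustment over the 6739 genes, 0 had an adjusted p-value under 0.05. For a single gene, an exact permutation test of 3 libraries against 3 cannot give p below 0.1, two-sided. With a mean of at least 10 required, 1817 genes remained for the test, and 24 were higher in EndoMT cells and 61 in endothelial cells at an unadjusted p-value under 0.05. Without endothelial replicate 1 the balance reversed, with 152 genes higher in EndoMT cells and 115 in endothelial cells. With same-numbered libraries taken as pairs, 141 genes were higher in EndoMT cells and 282 in endothelial cells, and 291 of the 301 genes were among them. That model gave 37 genes with an adjusted p-value under 0.05, 1 higher in EndoMT cells and 36 higher in endothelial cells. Of the 36, 31 are on a list of genes of the epididymis written after the data were examined, and the 1 is Tnp2 (adjusted p = 0.0295 with the replicate block, 0.0295 to 1.00 over the alternatives). Among genes whose groups did not overlap, the largest increase in EndoMT cells was in Tnp2, on chromosome 16 of GRCm38 from 10787936 to 10788660. Its values were 2.33, 10.3 and 0 in endothelial libraries and 343, 35.7 and 31.5 in EndoMT libraries, a log2 fold change of 4.89 (limma, standard error 1.15, adjusted p = 0.967). H2al2a and 1700013G24Rik were listed at 0 in every endothelial library, with values of 14.8, 8.49 and 9.71 and of 8.62, 7.82 and 4.95 in EndoMT libraries. P2ry14 (values of 0, 0 and 1.40 against 12.6, 8.01 and 10.3) and Smyd2 (values of 0.126, 0 and 0 against 6.87, 5.36 and 7.00) followed. The largest decrease among genes whose groups did not overlap was in Tmem35b, on chromosome 4 of GRCm38 from 127123691 to 127129644. Its values were 9.76, 18.5 and 4.20 in endothelial libraries and 0 in every EndoMT library. Orc4 had values of 4.85, 14.4 and 11.0 in endothelial libraries and 0.0156, 0 and 0 in EndoMT libraries, and Agr2 had values of 26.0, 34.7 and 6.44 and 0, 2.85 and 0.458. Spag11a fell from 154, 297 and 34.6 to 21.6, 24.7 and 0, and AY761185 from 23.6, 31.9 and 6.09 to 0, 3.00 and 0. Both have close paralogs, so the assignment of their reads is uncertain, and Spag11a belongs to the genes of the epididymis that differed between the groups as a list.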

The transcriptional profile of 885 genes was significantly different between endothelial cells and EndoMT cells, with 218 transcripts enriched in endothelial cells and 667 transcripts enriched in EndoMT cells (Figure 4A). 

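Sod1, on chromosome 16 of GRCm38 from 90220754 to 90226329, had a normalized abundance of 73.6 ± 2.08 (SD, n = 3) in endothelial cells and 48.0 ± 27.1 (SD, n = 3) in EndoMT cells. Its log2 fold change in EndoMT cells was −0.76 (limma, adjusted p = 0.967, the value of all 8 genes given here), and the groups overlapped. Prdx1, on chromosome 4 of GRCm38 from 116685544 to 116700822, had 176 ± 63.8 (SD, n = 3) in endothelial cells and 119 ± 43.7 (SD, n = 3) in EndoMT cells, a log2 fold change of −0.58 with overlapping groups. Prdx6, on chromosome 1 of GRCm38 from 161240112 to 161251219, was lower in the EndoMT library of every pair, with values of 173, 194 and 39.2 in endothelial libraries and 74.7, 64.3 and 12.6 in EndoMT libraries. Limma called its log2 fold change of −1.46 at an unadjusted p-value under 0.05 with the replicate block and not without it. Mgll, on chromosome 6 of GRCm38 from 88724412 to 88828360, had values of 12.9, 21.1 and 12.6 in endothelial libraries and 9.70, 0.306 and 0.0624 in EndoMT libraries (log2 fold change −3.22, standard error 1.16). Pts, on chromosome 9 of GRCm38 from 50521617 to 50528724, had values of 24.5, 13.0 and 7.75 in endothelial libraries and 0.00899, 5.81 and 0.336 in EndoMT libraries (log2 fold change −3.34, standard error 1.16). Dld, on chromosome 12 of GRCm38 from 31331277 to 31351453, had values of 10.7, 6.68 and 16.8 in endothelial libraries and 0.00313, 7.07 and 0 in EndoMT libraries, where EndoMT replicate 2 overlaps the endothelial libraries. Rdh16, on chromosome 10 of GRCm38 from 127801152 to 127846565, had values of 0.111, 8.67 and 0.130 in endothelial libraries and 0.0191, 0.0996 and 0 in EndoMT libraries, so that its mean rests on endothelial replicate 2. Gnpat, on chromosome 8 of GRCm38 from 124863033 to 124890057, had values of 2.47, 5.18 and 2.37 against 0.435, 0 and 0. All 8 genes were lower in EndoMT cells by log2 fold change, and 4 of them separated the 3 endothelial from the 3 EndoMT libraries. Chance gives 10%, a share for genes not picked by their difference in the same libraries, as these were. At an unadjusted p-value under 0.05, limma called Mgll, Pts, Dld and Gnpat, 4 of the 8 genes, without the replicate block, and 5 with it. Gnpat lost the call in 5 alternatives, Dld in 4, and Mgll and Pts in 1 each. After adjustment over all genes tested, 0 of the 8 passed in either model. Over 35 genes that the paper names for the mouse libraries, 7 had an unadjusted p-value under 0.05 by limma, and 0 passed an adjustment over those 35 genes alone.

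**Figure D2:**
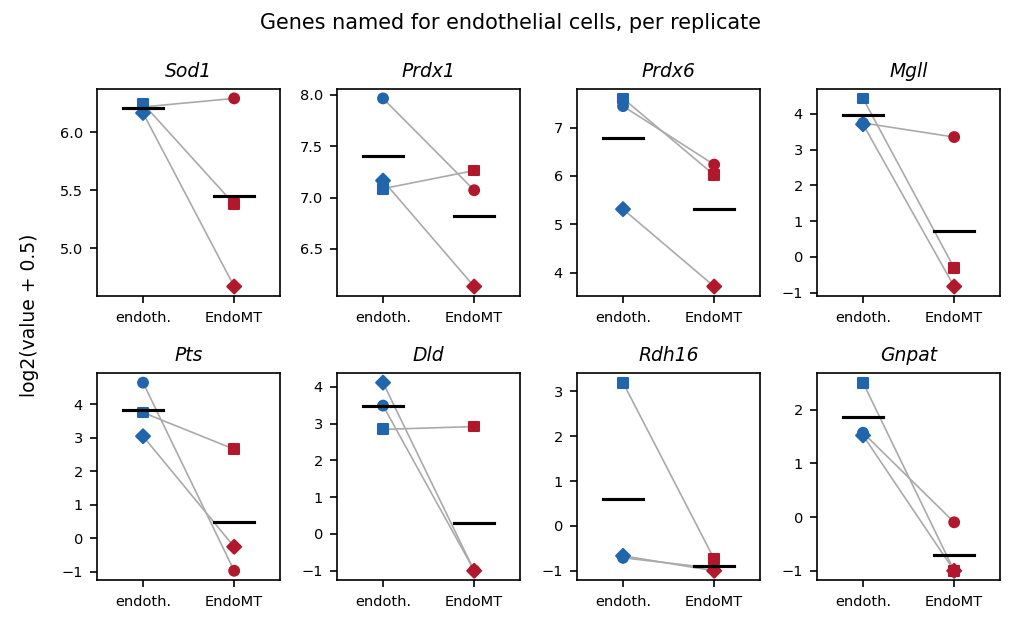
Log2 of the normalized abundance plus 0.5 (vertical axes, which differ between genes) of the 8 genes in endothelial and EndoMT libraries. Symbols stand for replicates 1 to 3, lines join same-numbered libraries and black bars are means of 3 log2 values. The values of Mgll, Pts, Rdh16 and Gnpat are higher in each endothelial library than in each EndoMT library.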

Several genes enriched in endothelial cells are involved in reactive oxygen species signaling (e.g., *Sod1*, *Prdx1*), fatty acid metabolism (e.g., *Prdx6*, *Prdx1*, *Mgll*, *Pts*, *Dld*, *Rdh16*), and peroxisome signaling (e.g., *Pex11b*, *Gnpat*). Several genes enriched in EndoMT cells are involved in TGFβ signaling (e.g., *Tgfbr2*, *Tgfb2*), inflammation (e.g., *Il6*, *Il6ra, Il10rb, Fosb, Jun, Fosl2, Klf4, Cxcl1, Ripk1*), epithelial-to-mesenchymal transition (e.g., *Fbn1*, *Itgb3*, *Ccn1*), and extracellular matrix components (e.g., *Fn1*, *Col1a2*, *Col12a1*) (Figure 4A). 

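Tgfbr2, on chromosome 9 of GRCm38 from 116084293 to 116175360, had normalized abundances of 1.16, 0.707 and 5.87 in endothelial libraries and 2.43, 4.76 and 19.8 in EndoMT libraries. Its log2 fold change was 1.54 (limma, adjusted p = 0.967), and the groups overlapped. Tgfb2, on chromosome 1 of GRCm38 from 186622792 to 186705989, had values of 0.00155, 0 and 0.00718 in endothelial libraries and 2.54, 4.34 and 0.0263 in EndoMT libraries. Il6, on chromosome 5 of GRCm38 from 30013114 to 30019981, was higher in the EndoMT library of each pair, with 10.3 ± 6.53 (SD, n = 3) in endothelial cells and 28.2 ± 13.3 (SD, n = 3) in EndoMT cells. Limma called its log2 fold change of 1.50 at an unadjusted p-value under 0.05 with the replicate block and not without it. Il6ra had values of 0, 0 and 0.153 against 3.01, 1.03 and 0.113, below the filter on low values, and Il10rb had 10.5, 0.0202 and 0 against 7.98, 11.1 and 7.36. Fosb rose from 39.6 ± 22.5 (SD, n = 3) to 69.4 ± 36.3 (SD, n = 3), and Jun from 114 ± 18.2 (SD, n = 3) to 171 ± 63.9 (SD, n = 3). Their log2 fold changes of 0.86 and 0.53 were within the differences among replicates. Fosl2 had values of 2.08, 4.99 and 1.32 against 2.48, 11.2 and 11.3, and Cxcl1 had 43.1, 81.9 and 104 against 59.4, 200 and 150. Ripk1 was listed at 0 in 2 endothelial libraries. Fbn1, on chromosome 2 of GRCm38 from 125300594 to 125507993, had 3.59 ± 1.02 (SD, n = 3) in endothelial cells and 8.56 ± 1.54 (SD, n = 3) in EndoMT cells, with no overlap between the groups (standard error 0.84 of a log2 fold change of 1.17). Ccn1 had a log2 fold change of 0.51, and Itgb3 had values of at most 0.232 in any library, below the filter. Fn1, on chromosome 1 of GRCm38 from 71585520 to 71653200, had 7.19 ± 2.80 (SD, n = 3) in endothelial cells and 17.9 ± 9.76 (SD, n = 3) in EndoMT cells, with overlapping groups. Col1a2 had 37.0 ± 4.51 (SD, n = 3) and 51.4 ± 6.43 (SD, n = 3), without overlap between the groups. Col12a1, on chromosome 9 of GRCm38 from 79598991 to 79718831, had values of 0.198, 0 and 0 in endothelial libraries and 2.58, 0.882 and 0.941 in EndoMT libraries. It was below the filter, and limma called it at an unadjusted p-value under 0.05 when no filter was applied. Sdc4 and Jund, which Fig. 4A labels, had log2 fold changes of 1.34 and 0.90. All 17 genes named in the text were higher in EndoMT cells by log2 fold change, 14 of them in all 3 pairs. The groups did not overlap for 5 of the 17. Chance gives 10% for genes not picked by their difference in the same libraries, and the paper picked these by it. At an unadjusted p-value under 0.05, limma called 1 of the 17 without the replicate block and 3 with it, and 0 passed the adjustment over all genes tested in either model.

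**Figure D3:**
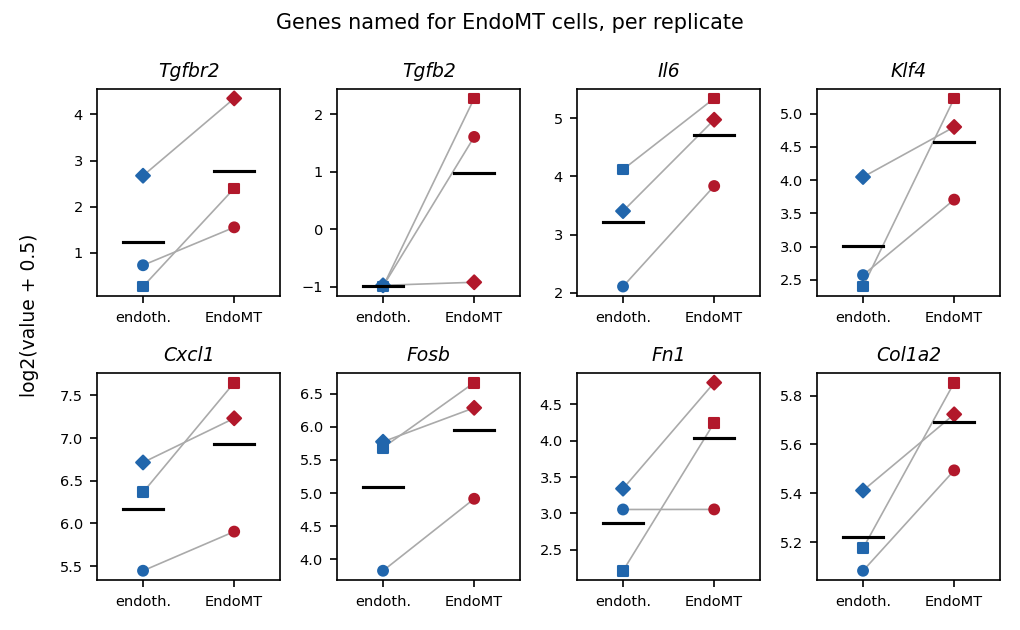
Log2 of the normalized abundance plus 0.5 (vertical axes, which differ between genes) of Tgfbr2, Tgfb2, Il6, Klf4, Cxcl1, Fosb, Fn1 and Col1a2. Symbols stand for replicates 1 to 3, lines join same-numbered libraries and black bars are means of 3 log2 values. The EndoMT library is the higher one in all 3 pairs, with almost equal values in pair 1 of Fn1 (7.81 and 7.82).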

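Gene lists were compared between EndoMT and endothelial cells with camera, a limma test that sets the genes of a list against all other genes tested. The lists were written by hand, are not the Hallmark sets, and 17 of them were tested in the mouse libraries. The list of genes of epithelial-to-mesenchymal transition and extracellular matrix had 53 tested genes, of which 43 were higher in EndoMT cells. Its median log2 fold change was 0.74 above that of all genes (camera, two-sided, n = 53 genes, p = 3.1e-05, adjusted p = 1.7e-04). The alternative that moved its p-value most was an inter-gene correlation estimated from the data in place of 0.01, with p = 0.151 by camera (n = 53 genes). The Reactome pathway of extracellular matrix organization used in its place had a median of 0.60 (camera, n = 113 genes, p = 3.5e-07). The inflammatory response list had 33 tested genes, of which 24 were higher in EndoMT cells. Its median was 0.55 above that of all genes (camera, n = 33 genes, p = 0.00311, adjusted p = 0.0106). The Reactome pathway of cytokine signaling used in its place had a median of 0.12 (camera, n = 112 genes, p = 0.276). Without endothelial replicate 1 the list gave p = 0.134 and without EndoMT replicate 3 p = 0.0527 (camera, n = 33 genes). The TGFβ signaling list had 35 tested genes, of which 20 were higher in EndoMT cells. Its median was 0.41 above that of all genes (camera, n = 35 genes, p = 0.402, adjusted p = 0.455). With the Reactome pathway of TGFβ receptor signaling it was −0.27 (camera, n = 42 genes, p = 0.226). With the replicate block, camera gave p = 1.2e-05 for the transition and matrix list (n = 53 genes), p = 0.00156 for the inflammatory response list (n = 33 genes) and p = 0.378 for the TGFβ list (n = 35 genes).

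**Figure D4:**
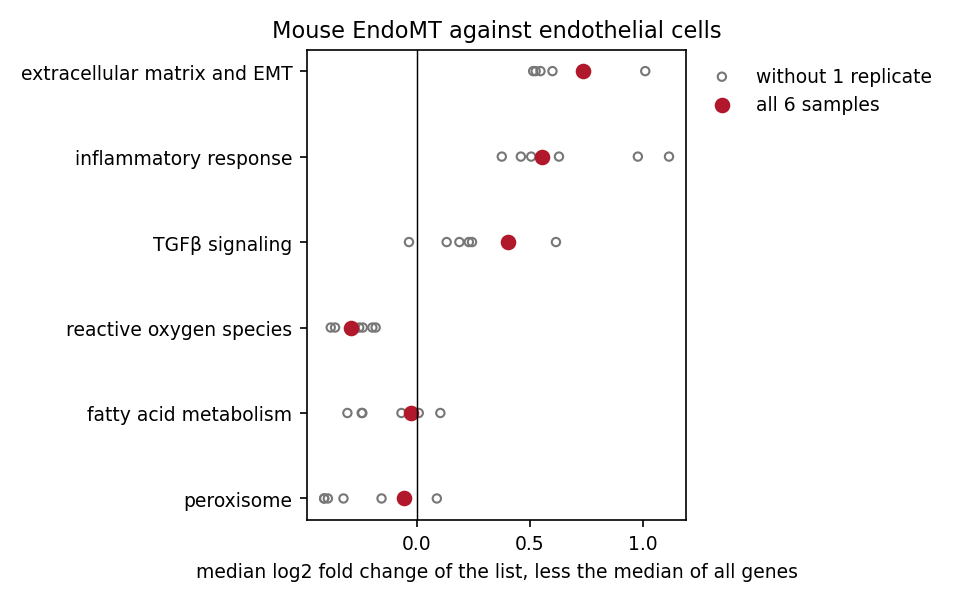
Median log2 fold change of each gene list in EndoMT against endothelial libraries, less the median of all genes (horizontal axis). Filled symbols are all 6 libraries and open symbols are fits that each left out 1 library. The transition and matrix list lies at 0.74 and the inflammatory response list at 0.55.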

Gene set enrichment analysis (GSEA) revealed that pathways characteristic of EndoMT cells, including epithelial-to-mesenchymal transition, inflammatory response, and TGFβ signaling, were significantly enriched or trending towards enrichment in CD31^−^eYFP^+^ EndoMT fraction (Figures 4B,C). In contrast, GSEA of the CD31^+ ^eYFP^+^ endothelial cells revealed a significant enrichment in reactive oxygen species signaling and peroxisome biology, and trending towards enrichment in fatty acid metabolism, which are hallmark pathways of vascular endothelial cells (Figures 4B,C). 

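The list of reactive oxygen species handling had 42 tested genes, of which 15 were higher in EndoMT cells. Its median log2 fold change relative to that of all genes was −0.29 (camera, two-sided, n = 42 genes, p = 0.0822, adjusted p = 0.175). By camera with the replicate block, p = 0.0585 (n = 42 genes). With the Reactome pathway of reactive oxygen species p = 0.0423 (n = 22 genes), and with median-of-ratios size factors p = 0.0442 (n = 42 genes). With a mean of at least 10 required the median was −0.023 (camera, n = 28 genes, p = 0.390), and with quantile normalization −0.15 (camera, n = 42 genes, p = 0.313). With globin genes left out, an alternative chosen after the data were examined, camera gave p = 0.202 (n = 42 genes). The peroxisome list had 39 tested genes, of which 18 were higher in EndoMT cells, with a median of −0.057 relative to all genes (camera, n = 39 genes, p = 0.190, adjusted p = 0.359). Without the filter on low values its median was −0.12 (camera, n = 41 genes, p = 0.0490), and with the Reactome pathway of peroxisomal lipids −0.81 (camera, n = 11 genes, p = 0.101). The fatty acid metabolism list had 63 tested genes, of which 32 were higher in EndoMT cells, with a median of −0.023 relative to all genes (camera, n = 63 genes, p = 0.338, adjusted p = 0.425). It was 0.070 when a mean of at least 10 was required.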

The cumulative transcriptional pattern of EndoMT cells compared to endothelial cells, including upregulation of genes known to promote inflammation and enrichment of downstream inflammatory pathways, suggests an activation of inflammatory processes during obesity associated EndoMT in adipose tissue.

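Of the 9 genes named for inflammation (Il6, Il6ra, Il10rb, Fosb, Jun, Fosl2, Klf4, Cxcl1 and Ripk1), all had a log2 fold change above 0 in EndoMT cells, from 0.53 to 2.69, and 6 were higher in every pair. Limma called 0 of the 9 at an unadjusted p-value under 0.05 without the replicate block and 2 of them, Il6 and Klf4, with it. A list of immediate early and tissue dissociation genes holds Il6, Fosb, Jun, Fosl2, Klf4 and Cxcl1, and 45 of its 53 tested genes were higher in EndoMT cells, with a median 0.50 above that of all genes (camera, n = 53 genes, p = 3.7e-07). The inflammatory response list without its genes of the dissociation list had 27 tested genes and a median of 0.47 above that of all genes (camera, n = 27 genes, p = 0.0459). This smaller list was chosen after the data were examined. From the higher inflammatory genes and the enriched inflammatory pathways in EndoMT cells, the paper proposes that inflammatory processes are activated during EndoMT in adipose tissue in obesity.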

**Figure 4:**
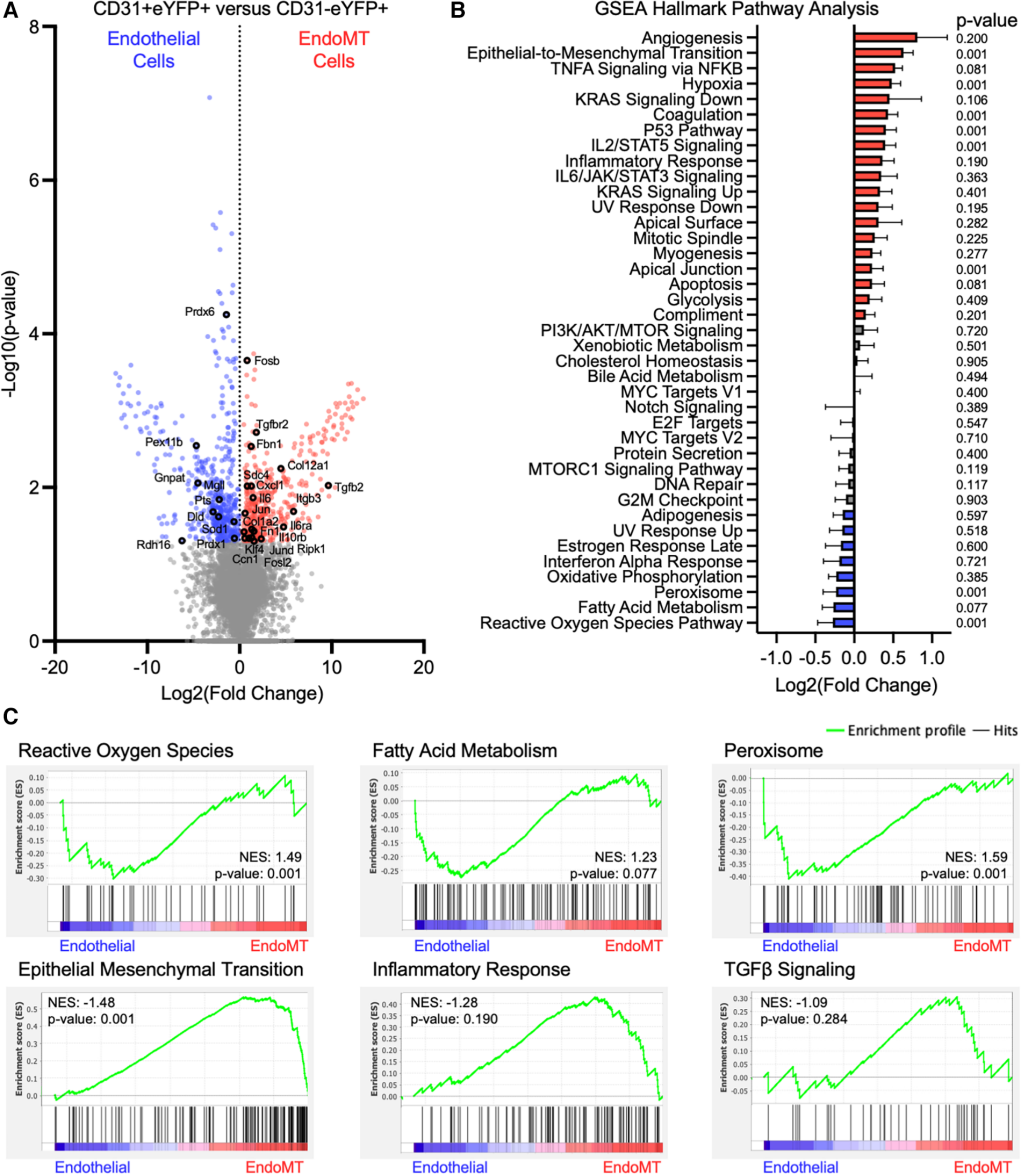
Transcriptomic analysis of murine endoMT cells in visceral adipose tissue of obese mice. (**A**) Differential expression of all genes identified through bulk RNA sequencing of CD31 + eYFP + endothelial cells vs. CD31-eYFP + EndoMT cells (*n* = 3 in each condition) was visualized by volcano plot showing the log2 (fold change) vs. the -log10 (*p*-value) of the change in gene expression, with genes significantly upregulated in endothelial cells in blue, EndoMT cells in red, and specific genes involved in endothelial cell function or EndoMT labeled. (**B**) Enrichment of GSEA Hallmark Pathways in all differentially expressed genes were visualized by log2 (fold change) and *p*-values listed, with pathways upregulated by 10% in red and downregulated by 10% in blue. (**C**) Enrichment profiles presented for terms enriched in endothelial cells (reactive oxygen species, fatty acid metabolism, peroxisome) and in EndoMT cells (epithelial mesenchymal transition, inflammatory response, TGFβ signaling).

### Human adipose endothelial cells can be induced to undergo EndoMT in cell culture

The potential for human adipose endothelial cells to undergo EndoMT was also assessed in a cell culture system. 

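In the cell culture model, 3 control and 3 EndoMT samples of HAMEC, primary endothelial cells of human adipose microvessels, were sequenced. The EndoMT samples received 5 ng/ml each of TGF-β1, IFN-γ and TNF-α for 4 days, with a medium change at 2 days. The methods name a commercial cell product and describe no donors. As far as stated, p-values for HAMEC therefore measure spread between cultures and not between donors. The authors deposited normalized abundances from Kallisto and Sleuth, of the same kind as for the mouse libraries. Totals ran from 906631 to 937396 in control samples and from 969413 to 1000420 in EndoMT samples, and the depth is unknown. Of all values in the table, 0.465% are 0, and none of 25 housekeeping genes is listed at 0. Correlations across genes of log2 values were between 0.987 and 0.991 within groups and between 0.957 and 0.964 between groups. The comparison used limma on log2 of the value plus 0.5 for genes with a mean of at least 1. Replicate numbers are not described as pairs for HAMEC, and correlations across genes of same-numbered samples after removal of group means were −0.12, 0.069 and −0.0022.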

Primary human adipose-derived microvascular endothelial cells (HAMEC) were treated with a pro-transition cocktail of TGF-β1, IFN-*γ*, and TNF-*α* to induce EndoMT, as previously described (23) (Figure 5A). The response of HAMEC to the treatment was visualized by fluorescence immunostaining of CD31 and ACTA2, revealing that cells transition from rounded CD31^+^ endothelial cells to spindle-shaped ACTA2^+^ mesenchymal-like cells (Figure 5B). 

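Of 12570 genes tested in HAMEC, 1805 were higher in EndoMT samples and 1664 were higher in control samples at an unadjusted p-value under 0.05 by limma. After adjustment over all genes tested, 1844 had an adjusted p-value under 0.05, 1056 higher in EndoMT samples and 788 higher in control samples. Quantile normalization moved the direction of these counts most, to 1476 higher and 2220 lower in EndoMT samples, or 39.9% higher against 52.0% without it. The replicate block gave 1409 genes with an adjusted p-value under 0.05 by limma. Among genes whose groups did not overlap, the largest increases were in CXCL9, on chromosome 4 of GRCh38 from 76001275 to 76007509, and HLA-DRA, on chromosome 6 of GRCh38 from 32439878 to 32445046, both listed at 0 in every control sample. Their normalized abundances in EndoMT samples were 724 ± 73.6 and 520 ± 24.2 (SD, n = 3). CD74, on chromosome 5 of GRCh38 from 150401637 to 150412969, had 1.89 ± 0.452 (SD, n = 3) in control samples and 1129 ± 66.8 (SD, n = 3) in EndoMT samples, a log2 fold change of 8.90 (limma, adjusted p = 8.7e-10). HLA-DRB1 had values of 0.0834, 0 and 0 in control samples and 191, 179 and 166 in EndoMT samples. HLA genes have close paralogs, so the assignment of their reads is uncertain. GBP5 rose by 8.28 on the log2 scale (limma, adjusted p = 2.0e-11). SELE, on chromosome 1 of GRCh38 from 169722640 to 169764705, had 68.2 ± 4.21 (SD, n = 3) in control samples and 1.49 ± 0.456 (SD, n = 3) in EndoMT samples, a log2 fold change of −5.13 (limma, adjusted p = 1.2e-07). TNFRSF9, MMP10, CA8 and CXCR4 had log2 fold changes of −2.92, −2.40, −2.35 and −2.33. CXCL10, on chromosome 4 of GRCh38 from 76021118 to 76023497, had values of 2.70, 0.760 and 0.835 in control samples and 227, 253 and 211 in EndoMT samples (limma, adjusted p = 9.2e-07). PLVAP, TIMP1 and SNAI2 had log2 fold changes of 1.90, 0.97 and 0.76, with adjusted p-values by limma of 1.3e-04, 2.3e-04 and 0.0157. TGFB2 had a log2 fold change of 0.43 (limma, adjusted p = 0.123, with an unadjusted one under 0.05). CTNNB1 had −0.036 (limma, adjusted p = 0.781), with overlapping groups. ACTA2, on chromosome 10 of GRCh38 from 88935074 to 88991339, had 66.0 ± 6.22 (SD, n = 3) in control samples and 62.4 ± 3.53 (SD, n = 3) in EndoMT samples, a difference smaller than the SD of the control samples (limma, adjusted p = 0.611). PECAM1 had a log2 fold change of −0.083 (limma, adjusted p = 0.378), and CDH5 had −0.35 (limma, adjusted p = 0.00344). Among the alternatives, only quantile normalization called PECAM1 (limma, adjusted p = 0.0295). Of 17 genes that the paper names for HAMEC, 16 had an adjusted p-value under 0.05 over those 17 genes alone and 15 over all genes tested. The 17 leave out ACTA2, which Fig. 5C shows and which did not pass.

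**Figure D5:**
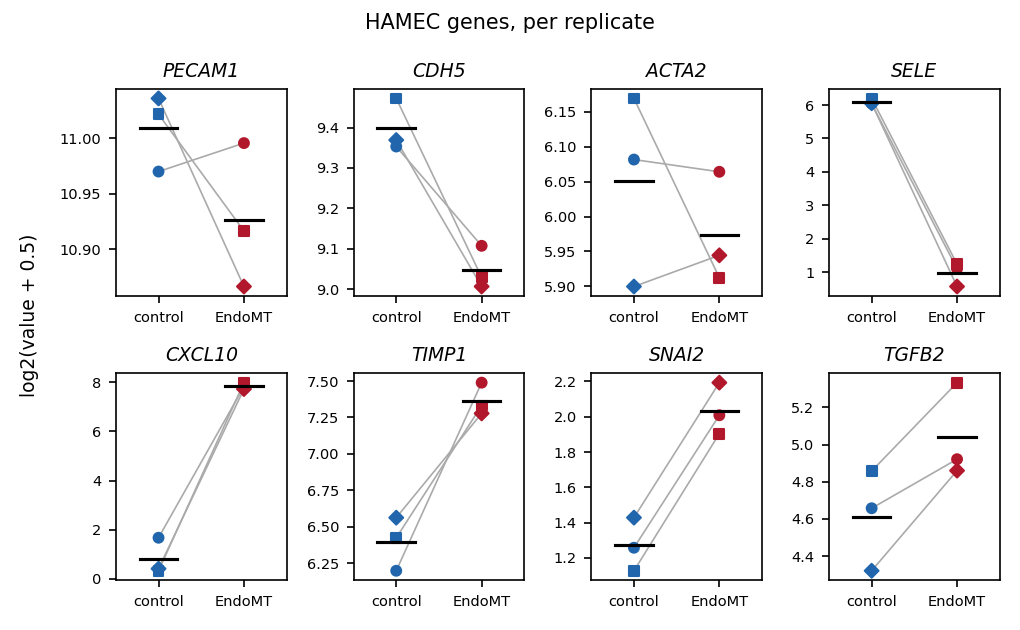
Log2 of the normalized abundance plus 0.5 (vertical axes, which differ between genes) of 8 genes in control and EndoMT samples of HAMEC. Symbols stand for replicates 1 to 3, lines join same-numbered samples and black bars are means of 3 log2 values. PECAM1 and ACTA2 overlap between the groups, and SELE is lower in every EndoMT sample.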

RNA sequence analysis, performed on control and EndoMT cocktail-treated HAMEC, revealed genes that were significantly upregulated and downregulated (Figure 5C). GSEA revealed significant enrichment of genes involved in inflammatory response and IL6/JAK/STAT3 signaling, and trending enrichment of P53 pathway and TGFβ signaling, in the transitioned cells (Figure 5D). 

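The inflammatory response list had 45 tested genes in HAMEC, of which 27 were higher in EndoMT samples. Its median log2 fold change was 0.17 above that of all genes (camera, two-sided, n = 45 genes, p = 0.0127, adjusted p = 0.0445). Without the filter on low values it was 0.048 (camera, n = 55 genes, p = 0.118), and without EndoMT replicate 3 camera gave p = 0.0530 (n = 45 genes). The IL6/JAK/STAT3 list had 49 tested genes, of which 28 were higher in EndoMT samples, with a median of 0.045 relative to all genes (camera, n = 49 genes, p = 0.00132, adjusted p = 0.00745). The P53 list had 54 tested genes, of which 24 were higher in EndoMT samples, with a median of −0.043 relative to all genes (camera, n = 54 genes, p = 0.351). The TGFβ signaling list had 49 tested genes, of which 24 were higher in EndoMT samples, with a median of 0.0024 relative to all genes (camera, n = 49 genes, p = 0.776). With an inter-gene correlation estimated from the data, camera gave p = 0.0994 for the inflammatory response list (n = 45 genes) and p = 0.0957 for the IL6/JAK/STAT3 list (n = 49 genes). The interferon response list, which the paper does not report, had 56 tested genes, of which 56 were higher in EndoMT samples, with a median log2 fold change of 2.31 (camera, n = 56 genes, p = 7.2e-66). IFN-γ is a component of the cocktail.

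**Figure D6:**
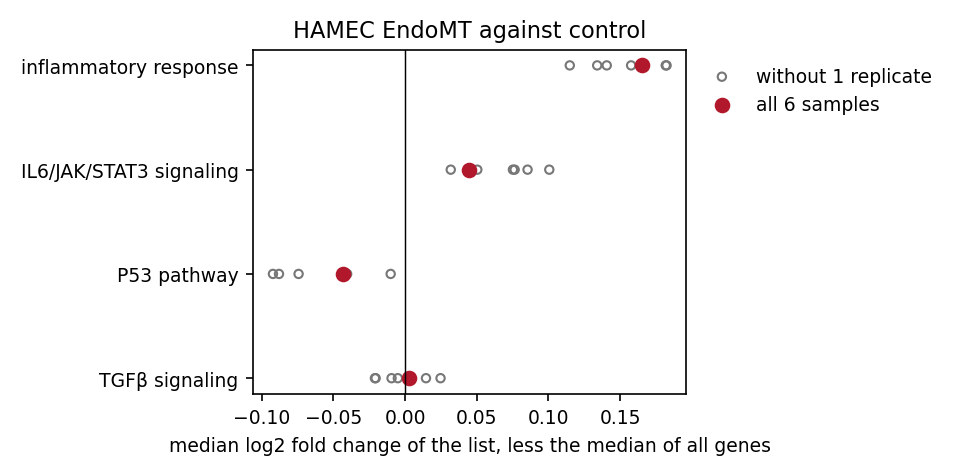
Median log2 fold change of each gene list in EndoMT against control samples of HAMEC, less the median of all genes (horizontal axis). Filled symbols are all 6 samples and open symbols are fits that each left out 1 sample. The inflammatory response list lies at 0.17 and the P53 list at −0.043.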

Additionally, a comparison of transcriptomes from the obesogenic mouse (Figure 4) and human cell culture EndoMT models identified 86 genes that are significantly upregulated in both RNA sequencing datasets, with 10 genes significantly upregulated greater than 2-fold in both datasets (Figure 5E). These 10 genes are directly involved in the response to inflammatory stimuli (*STAT1, TAP2, CD40, OAS3, XAF1*), extracellular matrix remodeling (*CCBE1, DDR2*), or epithelial-to-mesenchymal transition (*KLF4, FOLM1, GIPC2*). 

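Of 5390 genes tested in both models, matched by gene symbol, 78 were higher in EndoMT cells of the mouse libraries and 892 in EndoMT samples of HAMEC at an unadjusted p-value under 0.05 by limma. The lists shared 13 genes, where chance gives 12.9 (Fisher's exact test, two-sided, p = 1). Unchanged genes alone can give a mouse list as long as the 78 genes. The overlap therefore cannot tell whether the models share changed genes. Quantile normalization gave 21 shared genes against 12.4 by chance (Fisher's exact test, p = 0.0137, the smallest of the alternatives). The replicate block gave lists that shared 18 genes against 15.3 by chance (Fisher's exact test, p = 0.484). Of the 13 shared genes, 2 were more than 2-fold higher in both models, Plat and Xaf1. Plat is outside the genes named by rule and was chosen after its values were seen.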

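Tap2, on chromosome 17 of GRCm38 from 34203527 to 34216321, had normalized abundances of 1.74, 0.00724 and 0.0298 in the endothelial libraries of the mice and 11.7, 4.24 and 2.24 in the EndoMT libraries. Limma called it at an unadjusted p-value under 0.05 with the replicate block and not without it. Cd40 had values of 0, 0.00645 and 0 against 0.137, 4.24 and 0.410 in the mouse libraries, below the filter on low values. Oas3, which has close paralogs, had 0, 0 and 0.00525 against 0.235, 1.46 and 9.82. Xaf1, on chromosome 11 of GRCm38 from 72301629 to 72313733, had values of 0.940, 0.742 and 16.4 against 28.0, 12.9 and 16.9 in the mouse libraries (limma, adjusted p = 0.967, with an unadjusted one under 0.05), and in HAMEC it rose by 3.10 on the log2 scale (limma, adjusted p = 1.4e-04). Ccbe1 had values of 0.0322, 2.66 and 0.0491 against 1.77, 4.57 and 4.76, and Ddr2, on chromosome 1 of GRCm38 from 169972307 to 170110762, had 8.20 ± 3.44 (SD, n = 3) against 18.8 ± 5.53 (SD, n = 3) in the mouse libraries. In HAMEC, CCBE1 and DDR2 had log2 fold changes of 1.15 and 0.94 (limma, adjusted p = 4.7e-04 and 4.8e-04). The gene written as FOLM1 is GOLM1 in Fig. 5E. Golm1, on chromosome 13 of GRCm38 from 59634626 to 59675811, had values of 0.235, 0 and 0 against 1.06, 1.26 and 0.989 in the mouse libraries, below the filter on low values, and limma called it at an unadjusted p-value under 0.05 when no filter was applied. Gipc2 had values of 0, 0.121 and 0 against 6.52, 0.643 and 0.398. These 8 genes and Klf4 were all higher in the EndoMT library of every mouse pair, and the groups did not overlap for 6 of the 9. The 10% that chance gives is no measure here, since the genes were picked by their difference in the same libraries. For 4 of the 9, the endothelial libraries all had values below 0.5. In the mouse libraries, limma called 2 of the 9 at an unadjusted p-value under 0.05 without the replicate block and 5 with it, and 0 passed the adjustment over all genes tested. In HAMEC, all 9 genes separated the groups and had an adjusted p-value under 0.05 by limma.

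**Figure D7:**
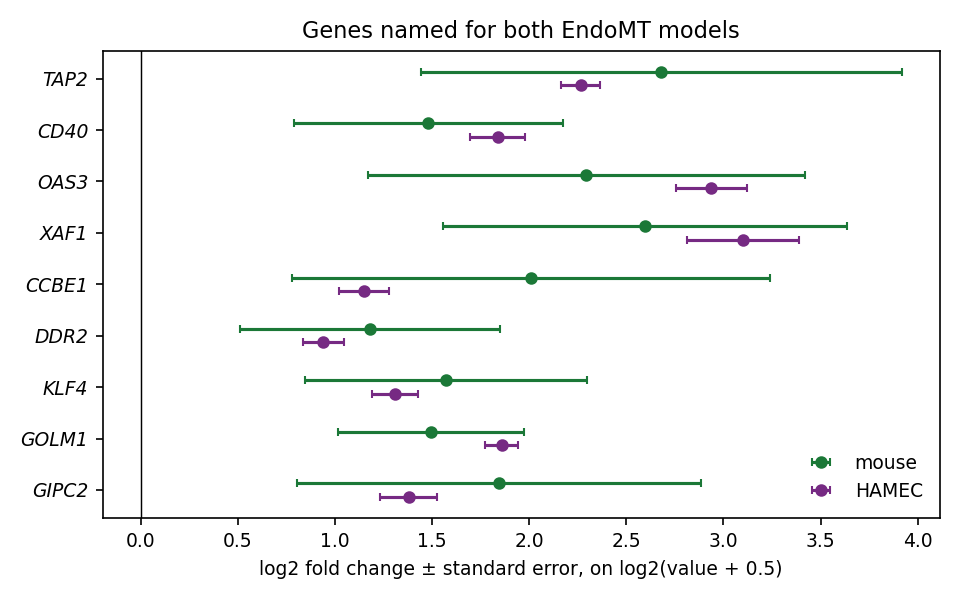
Log2 fold change (horizontal axis) of the 9 genes in EndoMT against endothelial libraries of the mice and in EndoMT against control samples of HAMEC, on log2 of the value plus 0.5. Points are limma estimates and bars are their standard errors. All 18 points lie above 0, with log2 fold changes from 1.18 to 2.68 in the mouse libraries.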

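Across the 5390 genes tested in both models, the log2 fold changes of the mouse libraries and of HAMEC had a Spearman correlation across genes of 0.0041, and 50.2% of the genes had the same sign. Genes are not independent replicates, so no test was attached to this correlation. The transition and matrix list, which was higher in mouse EndoMT cells, had a median of −0.12 relative to all genes in HAMEC (camera, two-sided, n = 42 genes, p = 0.0131), with 14 of 42 tested genes higher in EndoMT samples. With an inter-gene correlation estimated from the data, camera gave p = 0.361 (n = 42 genes). Without control replicate 2 the median was −0.082, with 18 of 42 genes higher (camera, n = 42 genes, p = 0.0855). With each other HAMEC sample left out, camera gave p from 0.00567 to 0.0216 (n = 42 genes). The interferon list had 18 of 33 tested genes higher in mouse EndoMT cells (camera, n = 33 genes, p = 0.280). Without endothelial replicate 3, 26 of 33 were higher, with a median of 0.51 relative to all genes (camera, n = 33 genes, p = 0.00433). With each other mouse library left out, camera gave p from 0.0798 to 0.994 (n = 33 genes). The difference between the models was not tested for either list.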

Collectively, these analyses indicate that human adipose endothelial cells have the potential to undergo EndoMT, yielding a transcriptional profile that is similar to the transcriptional profile identified in the murine obesity-induced EndoMT model.

**Figure 5:**
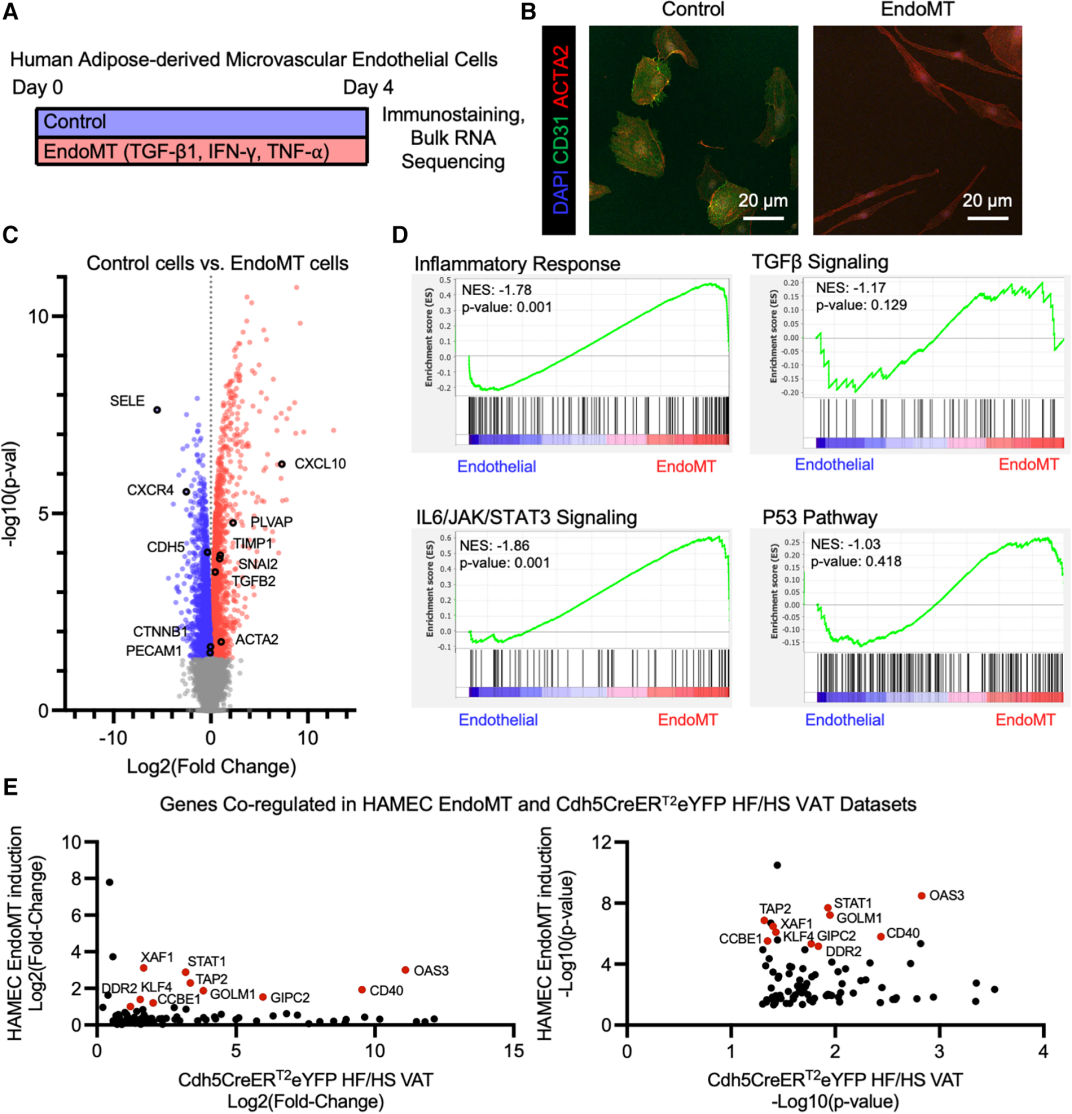
Endomt in cultured human adipose-derived microvascular endothelial cells. (**A**) Overview schematic of experimental strategy. (**B**) Representative immunofluorescence image of HAMEC induced with pro-inflammatory cytokines, visualizing DAPI, CD31, and ACTA2. (**C**) Differential expression of all genes identified through bulk RNA sequencing of Control vs. EndoMT cells (*n* = 3 in each condition) was visualized by volcano plot showing the log2 (fold change) vs. the -log10 (*p*-value) of the change in gene expression, with genes significantly upregulated in Control cells in blue, EndoMT cells in red, and specific genes involved in endothelial cell function or EndoMT labeled. (**D**) Enrichment plots of GSEA Hallmark Pathway analysis of inflammatory response, TGFβ signaling, IL6/JAK/STAT3 signaling, and P53 pathway. (**E**) Genes that are significantly upregulated in both EndoMT conditions (HAMEC and Cdh5CreER^T2^; Rosa26eYFP HF/HS datasets), presented as relative log2 (fold change) and -log10 (*p*-value) quantifications, and genes with a 2-fold increase in both conditions labeled and highlighted in red.

### Individual transitioning EndoMT cells are present in adipose tissues of individuals with obesity

To detect evidence of an EndoMT transcriptional profile in human adipose tissue, we analyzed publicly available scRNAseq datasets from the visceral adipose stromal vascular fraction of patients with obesity (28, 29, 30). Raw single cell RNA expression data from each of these three datasets was visualized by UMAP dimensionality reduction analysis and clustered into similar cell types, with endothelial cell clusters identified by expression of *PECAM1* (Supplementary Figures S4A,B). Within the endothelial cell clusters within each dataset, we could detect a sub-cluster of cells that expresses a relatively low level of *PECAM1* and relatively high level of *ACTA2* (Supplementary Figures S4C,E), suggesting these cells are undergoing EndoMT. Combining and integrating data from the endothelial cell clusters of all three datasets revealed a similar cluster of cells that are *PECAM1^low^* and *ACTA2^high^* in the pooled data (Figure 6A). This *PECAM1^low^ACTA2^high^* cluster displayed an enrichment of genes that was similar to the EndoMT gene set enrichment observed in the obese lineage-traced mice and the HAMEC treated with EndoMT transitioning cocktail (Figure 5E and Supplementary Figure S5A). Inflammatory response genes associated with EndoMT processes in the murine and cell culture models were also observed in the human *PECAM1^low^ACTA2^high^* cluster (Supplementary Figure S5B). Furthermore, there was a correlation between EndoMT transcript expression and inflammatory response gene expression within this cluster of human cells (Supplementary Figure S5C).

**Figure 6:**
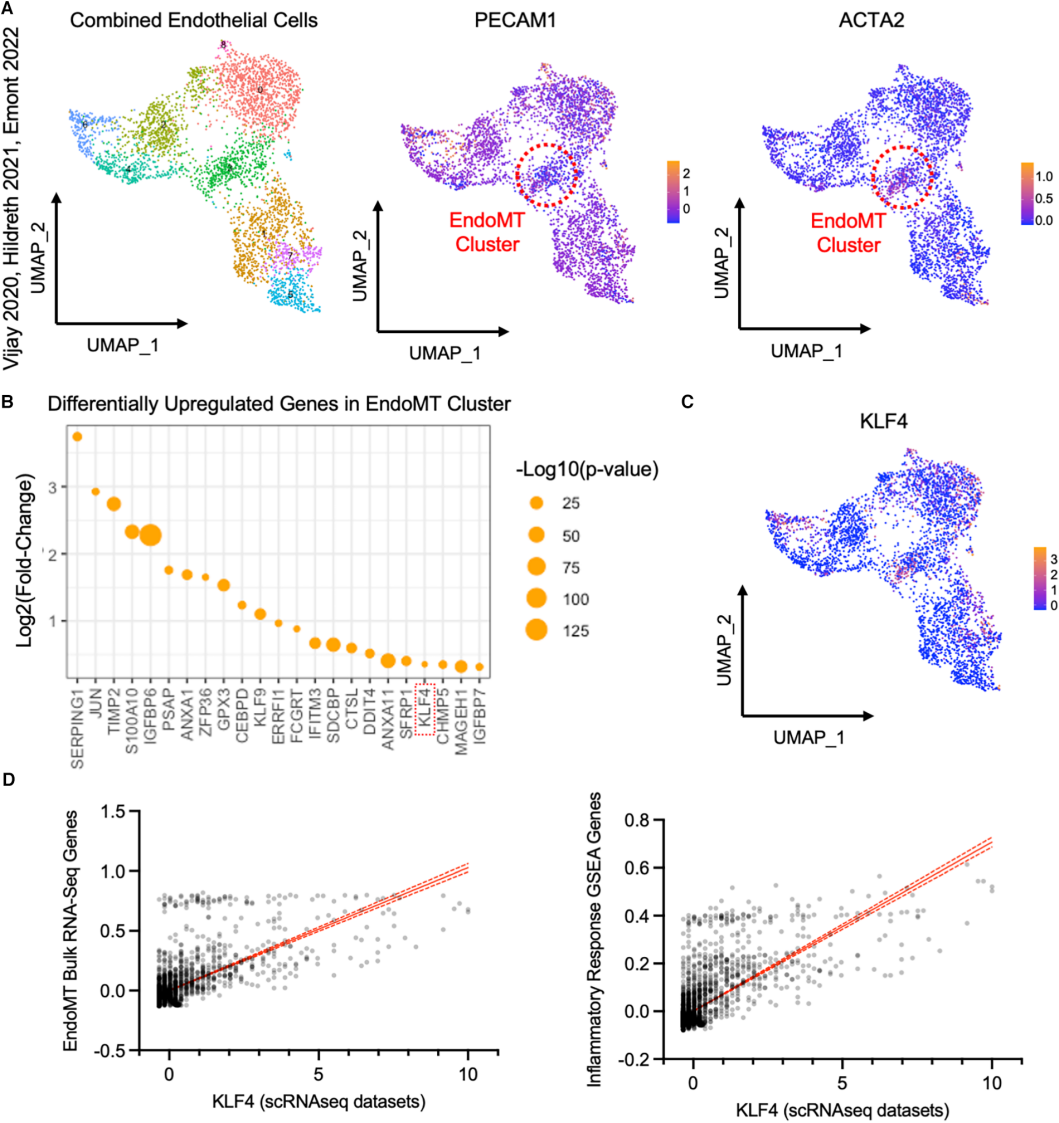
Analysis of endothelial cells from single cell RNA sequencing datasets of visceral adipose tissue from obese patients. (**A**) UMAP of endothelial cells from datasets published in Vijay 2020, Hildreth 2021, and Emont 2022, with an EndoMT cell cluster highlighted by a red circle, identified by reduced relative *PECAM1* expression and increased relative *ACTA2* expression plotted by UMAP. (**B**) Log2 (fold change) and -log10 (*p*-value) of genes upregulated in the EndoMT cell cluster compared to other endothelial cells. (**C**) Relative *KLF4* expression in endothelial cells plotted by UMAP. (**D**) Linear correlation between expression of *KLF4* and combined expression of genes that are co-regulated in bulk RNA sequencing datasets from HAMEC and Cdh5CreER^T2^;Rosa26eYFP (*r*^2^ = 0.456, *p*-value <0.0001, left) and genes in the inflammatory response GSEA (*r*^2^ = 0.527, *p*-value <0.0001, right).

Differential gene expression analysis of the pooled EndoMT cluster from human visceral adipose tissue identified the enrichment of 23 genes (Figure 6B). Several of these genes have been associated with EndoMT in vascular-related diseases (*KLF4* (22, 34–36), *TIMP2* (18, 37), *JUN* (38)), and others have been associated with the similar process of Epithelial-to-Mesenchymal transition (*ANXA1* (39), *ERRFI1* (40), *IFITM3* (41), *IGFBP7* (42)). Notably, the upregulation of *KLF4* (Kruppel-Like Factor 4) (Figure 6C) was also observed in the bulk RNA sequencing analyses of the murine adipose tissue and human cell culture models (Figure 5E). 

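In the mouse libraries, Klf4, on chromosome 4 of GRCm38 from 55527143 to 55532466, had normalized abundances of 5.45, 4.78 and 16.0 in endothelial libraries and 12.6, 37.0 and 27.4 in EndoMT libraries. Its log2 fold change was 1.57 (limma, standard error 0.73, adjusted p = 0.967). Limma called it at an unadjusted p-value under 0.05 with the replicate block and not without it. It was higher in the EndoMT library of each pair, and the values of the groups overlapped. In HAMEC, KLF4, on chromosome 9 of GRCh38 from 107484852 to 107490482, had 4.89 ± 0.313 (SD, n = 3) in control samples and 12.9 ± 1.43 (SD, n = 3) in EndoMT samples, a log2 fold change of 1.31 (limma, adjusted p = 1.2e-04), larger than the spread between replicates.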

KLF4 is a key transcription factor previously shown to promote EndoMT in cell culture models (22, 34, 43, 44). Thus, *KLF4* expression in the individual cells of the pooled EndoMT cluster from human visceral adipose tissue was compared to expression patterns of the gene sets enriched in the bulk RNA sequencing analyses of EndoMT in the model systems from Figures 4, 5. This analysis revealed that increasing *KLF4* expression in human visceral adipose tissue correlates with increasing expression of the EndoMT gene set components identified in the model system. Similarly, a strong correlation was found between *KLF4* expression, and the expression of genes annotated in the Inflammatory Response GSEA pathway (Figure 6D). Collectively, these analyses reveal a consistency of data among the human adipose tissue, human cell culture, and murine lineage-tracing model, supporting the hypothesis that EndoMT occurs in visceral adipose tissue under conditions of obesity.

## Discussion

In this study, we investigated the effects of obesity on the transition of vascular endothelial cells to cells that display a mesenchymal phenotype within adipose tissue. EndoMT in adipose tissue was visualized, quantified and transcriptionally defined using endothelial cell lineage-traced mice fed an obesogenic diet, a cell culture model of HAMEC treated with an EndoMT pro-transition cocktail, and scRNAseq datasets from visceral adipose tissue biopsies of obese patients. In the mouse model, it was found that an obesogenic diet induces EndoMT in adipose tissue in a time-dependent manner. The increase in rate of EndoMT was greater in the visceral compared to subcutaneous adipose tissue depot, and a greater rate of EndoMT was more closely correlated to time-on-diet rather than overall mouse weight. RNA sequence analysis comparing vascular endothelial cells (eYFP^+ ^CD31^high^ACT2A^low^) and EndoMT cells (eYFP^+ ^CD31^low^ACT2A^high^) within the mouse visceral adipose documented the expression of EndoMT pathways that had been identified previously in other tissues, and also identified a robust increase in transcripts that encode for pro-inflammatory proteins. In the human cell culture model, RNA sequence analysis of HAMEC treated with the pro-transition cocktail of TGF-β1, TNF-alpha, and IFN-gamma also displayed transcriptional profiles consistent with a transition to a mesenchymal phenotype and the upregulation of multiple pro-inflammatory pathways. Finally, the interrogation of scRNAseq data sets from the visceral adipose tissues of obese individuals revealed subsets of cells with transcriptional profiles that are consistent with cells that are undergoing EndoMT. These three independent lines of evidence provide consistent evidence for EndoMT in the vasculature of adipose tissue in response to obesogenic stimuli.

These results suggest several mechanisms by which EndoMT could contribute to adipose tissue dysfunction. The transcriptional analyses of samples from murine models and human cell culture, as well as of scRNAseq data from clinical samples, all identified a widespread increase in pro-inflammatory signaling in the EndoMT cells. These data are consistent with a prior clinical study that identified histological markers of EndoMT in adipose tissue of obese patients and provided evidence that EndoMT cells promote tissue dysfunction through the release of pro-inflammatory extracellular vesicles (23). In the current study, we found an induction of IL-6 signaling in EndoMT cells. In other tissues, IL-6 has been shown to be produced by EndoMT cells (45), and that it is associated with EndoMT processes in pulmonary arterial hypertension (46), cardiac valves (47), and fibrosis in hearts and kidneys (48). In addition to inflammation, our transcriptomic analyses of EndoMT also identified enrichment of several pro-fibrotic genes, which has been associated with EndoMT cells in cardiovascular diseases (17). Fibrosis is a hallmark of dysfunctional adipose tissue that inhibits adipocyte lipid accumulation and adipocyte expansion, leading to pro-inflammatory cytokine secretion by adipocytes and impaired adipocyte function that increases systemic insulin resistance and glucose intolerance (49). Endothelial cell dysfunction in adipose tissue can promote fibrosis through impaired angiogenesis and increased inflammatory processes that activate adipose fibroblasts (11, 14) many of which we identified to be enriched in EndoMT cells. Furthermore, EndoMT affects vascular integrity and promotes vascular rarefaction (50, 51), which could further promote adipose tissue dysfunction. Vascular rarefaction promotes hypoxia, and we identified hypoxia as an enriched pathway in EndoMT cells in obese murine adipose tissues. Additionally, vascular rarefaction is induced in adipose tissue by an obesogenic diet (16) and is known to promote tissue fibrosis and dysfunction (52). Consistent with these possible connections to tissue pathology, we found that the rate of EndoMT was greater in visceral adipose tissue compared to subcutaneous adipose tissue. These pathologic responses in the adipose microenvironment (inflammation, fibrosis, vascular rarefaction) have been shown to be greater in visceral adipose tissue compared to subcutaneous adipose tissue, contributing to greater obesity-induced adipose tissue dysfunction in visceral depots (3). Future studies into differences between progression of EndoMT in subcutaneous vs. visceral adipose tissue depots may further elucidate the connection between obesity associated pathology and adipose EndoMT. Through these pathways involving hypoxia, inflammation, and fibrosis, EndoMT may constitute an aspect of endothelial cell dysfunction that contributes to many of the features that are recognized to be components of the pathophysiology of adipose tissue dysfunction.

Our results suggest that aging, in addition to obesity, may be contributing to the EndoMT in adipose tissue. We found that mice on a control diet also displayed detectable EndoMT in adipose tissue that increases with time, albeit at a slower rate. Supporting this notion, we also found that the amount of time mice spent on a HF/HS diet has a greater association with degree of EndoMT than does the weight of the mice. Several studies have suggested that age may induce EndoMT through activation of pathways that are shared between aging and EndoMT processes (33), including oxidative stress and inflammation (53), Nrf2 inhibition (54), and mTOR inhibition (55). Additionally, it has been reported that human endothelial cells undergo EndoMT after replicative aging in culture (56, 57), suggesting that this effect of aging is intrinsic to endothelial cells. It can be speculated that the extrinsic effects of obesogenic diet can accelerate these processes. In this regard, EndoMT is known to be induced by high concentrations of glucose (58, 59) and oxidized low-density lipoprotein (60), and inhibited by high-density lipoproteins (61), indicating that changes in serum metabolites and lipoprotein particles could be features of the obesogenic diet that promotes EndoMT in adipose tissues. Our results showed that an obesogenic diet did not promote EndoMT in lung, liver, or kidney tissues, but was instead restricted to adipose tissue. These findings may suggest that other aspects of early adipose tissue dysfunction induced by an obesogenic diet may initiate or promote adipose EndoMT. It is also possible that obesity could exacerbate EndoMT in other tissues, but this may also require direct injury to these tissues. Further investigations are necessary to test this hypothesis.

Our analysis of the human scRNAseq datasets revealed changes in several transcripts that were unique to the identified EndoMT cluster of visceral adipose tissue. Of these genes, the transcription factor KLF4 was identified in transcript analysis of the cultured human adipose tissue endothelial cell model, and its expression level correlated with the expression of genes associated with inflammation and EndoMT. KLF4 is of particular interest because of its reported role in promoting EndoMT in several vascular diseases, including cerebral cavernous malformations (22, 34), coronary arterial wall damage in Kawasaki disease (35), and tumor vascular dysfunction (36). It has also been shown that the downregulation of *KLF4* in cultured endothelial cells inhibits the process of EndoMT (43, 44). In addition to *KLF4*, several other genes identified in the EndoMT cluster have been associated with EndoMT, including *TIMP2* (18, 37) and *JUN* (38), while other genes have been associated with the similar process of Epithelial-to-Mesenchymal Transition including *ANXA1* (39), *ERRFI1* (40), *IFITM3* (41), *IGFBP7* (42). These gene expression patterns provide further support for the notion that EndoMT in adipose tissue is a feature of obesity in humans and mice. Furthermore, these gene expression patterns also resemble inflammation-induced EndoMT (62), which leads to the development of tissue fibrosis, another feature of adipose tissue dysfunction (49), as well as atherosclerosis and neointimal thickening (63, 64).

Recent studies, in various contexts, have highlighted the limitations of drawing conclusions about EndoMT from individual lines of evidence, as discussed in several recent reviews (33, 65, 66). Thus, we have endeavored to provide multiple lines of corroborating experimental evidence from mouse and human systems to document the presence of EndoMT in adipose tissue. However, we acknowledge that this study has limitations. For example, the murine lineage tracing strategy employed here does not provide evidence for a permanent transition to a cell with a mesenchymal identity. A partial EndoMT or reversible EndoMT process has been described in myocardial infarction (19), and the lineage tracing model does not distinguish between permanent and partial EndoMT. Our methods for identifying endothelial cells may also have limitations, since some tissue-specific endothelial cells may have reduced or no expression of traditional endothelial cell markers that might not be labeled by the Cdh5-Cre^ERT2^; Rosa26-eYFP model or the CD31-mediated flow cytometry strategy [e.g., liver sinusoidal endothelial cells (67)]. Although this may limit our interpretation of results on EndoMT in other tissues, this has not been reported for adipose endothelial cells. Additionally, age-dependent declines in the efficiency of the Cdh5-Cre^ERT2^ construct or stability of Rosa26-eYFP reporter may impact the measured rates of EndoMT. However, these murine reporter-based limitations would decrease, and not increase, the calculated rates of EndoMT. Furthermore, the murine HF/HS diet induces both adiposity and overall metabolic dysfunction. Thus, our model cannot distinguish between fat mass expansion *per se* or the subsequent metabolic dysfunction as the mechanistic cause of the EndoMT in adipose tissue. The HF/HS model is designed to recapitulate clinical consequences of obesity, and our analysis of clinical samples also revealed an EndoMT signature in visceral adipose tissue of obese patients. Thus, we believe these findings have clinical significance for the understanding of obesity-induced adipose tissue dysfunction. Finally, interpretations of cell transitions in scRNAseq data analyses can be influenced by technical limitations associated with cell or nuclei isolations from patient tissue samples or the lack of sensitivity of next-generation sequencing. However, we believe that the identification of multiple unique gene transcripts associated with EndoMT in human adipose tissue strongly supports the interpretation that EndoMT is present in these clinical samples.

In summary, the combination of results from an obesogenic murine lineage tracing model, cell culture induction model, and the scRNAseq datasets from human adipose tissue support the conclusion that obesity promotes EndoMT in adipose tissue.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE241015.

# Supplementary material for: Obesity accelerates endothelial-to-mesenchymal transition in adipose tissues of mice and humans
**Source:** Front Cardiovasc Med. 2023 Sep 19;10:1264479. doi: 10.3389/fcvm.2023.1264479
**Supplement:** Supplementary file 1

## Supplementary Material

### Supplementary Figures

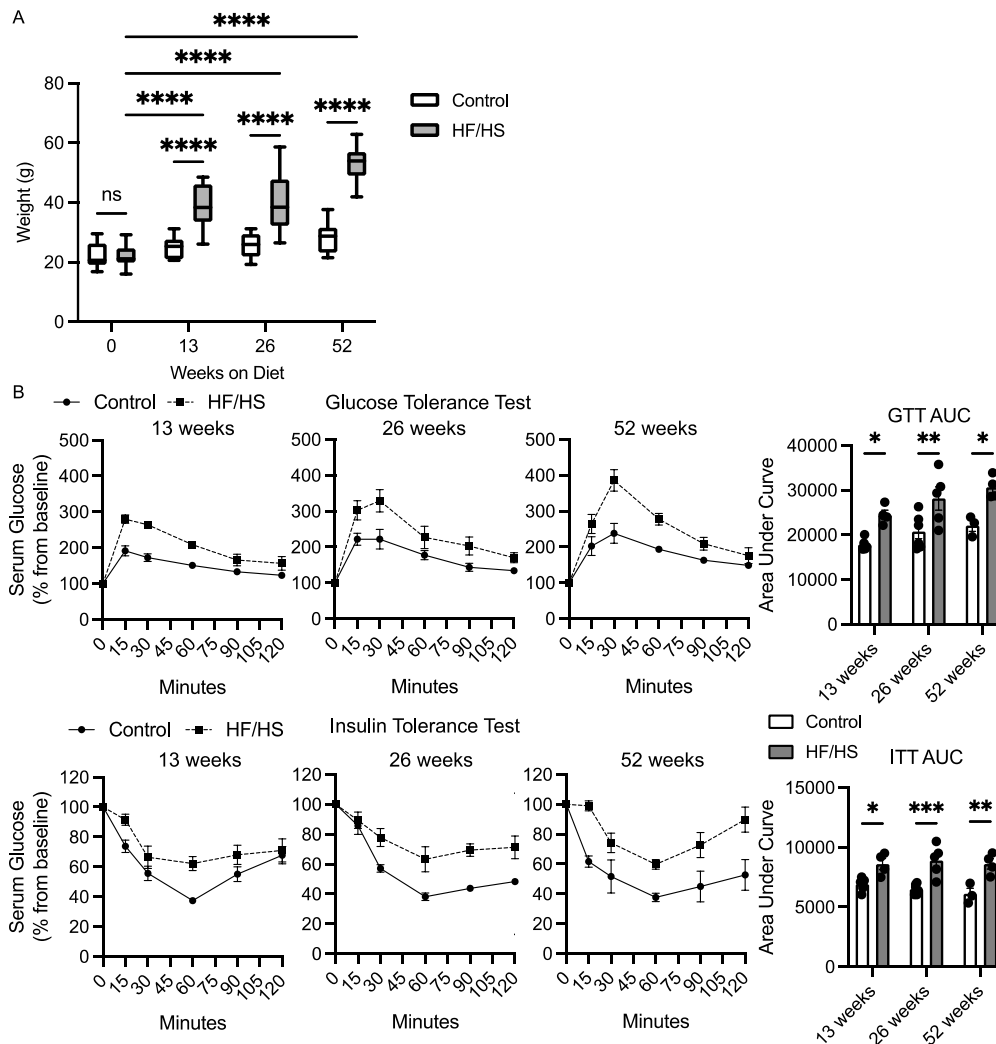

**Supplementary Figure 1. Analysis of metabolic parameters in mice.** **A)** Weights of mice on Control or HF/HS diet at 0, 13, 26, and 52 weeks on diet (one-way ANOVA post-hoc Tukey, p-values: \* < 0.05, \*\* < 0.01, \*\*\* < 0.001, \*\*\*\* < 0.0001). **B)** Glucose tolerance test results of mice on control or HF/HS diet for 13, 26, and 52 weeks, with area-under-curve reported, and insulin tolerance test results of mice on control or HF/HS diet for 13, 26, and 52 weeks, with area-under-curve reported (student's t-test between each time point, p-values: \* < 0.05, \*\* < 0.01).

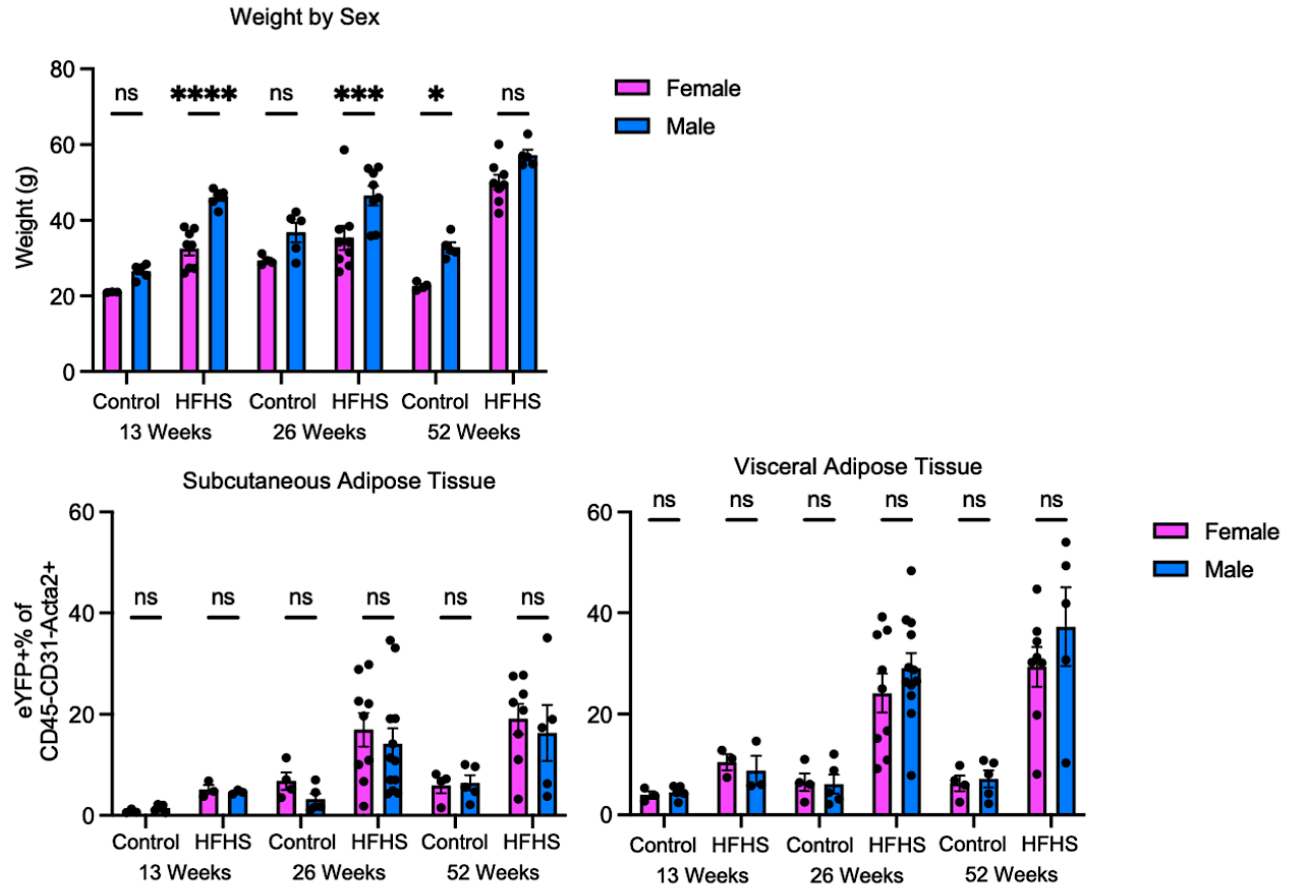

**Supplementary Figure 2. Sex as a Biological Variable in EndoMT in Adipose Tissue.** Weight, EndoMT in subcutaneous adipose tissue, and EndoMT in visceral adipose tissue compared between Female and Male mice.

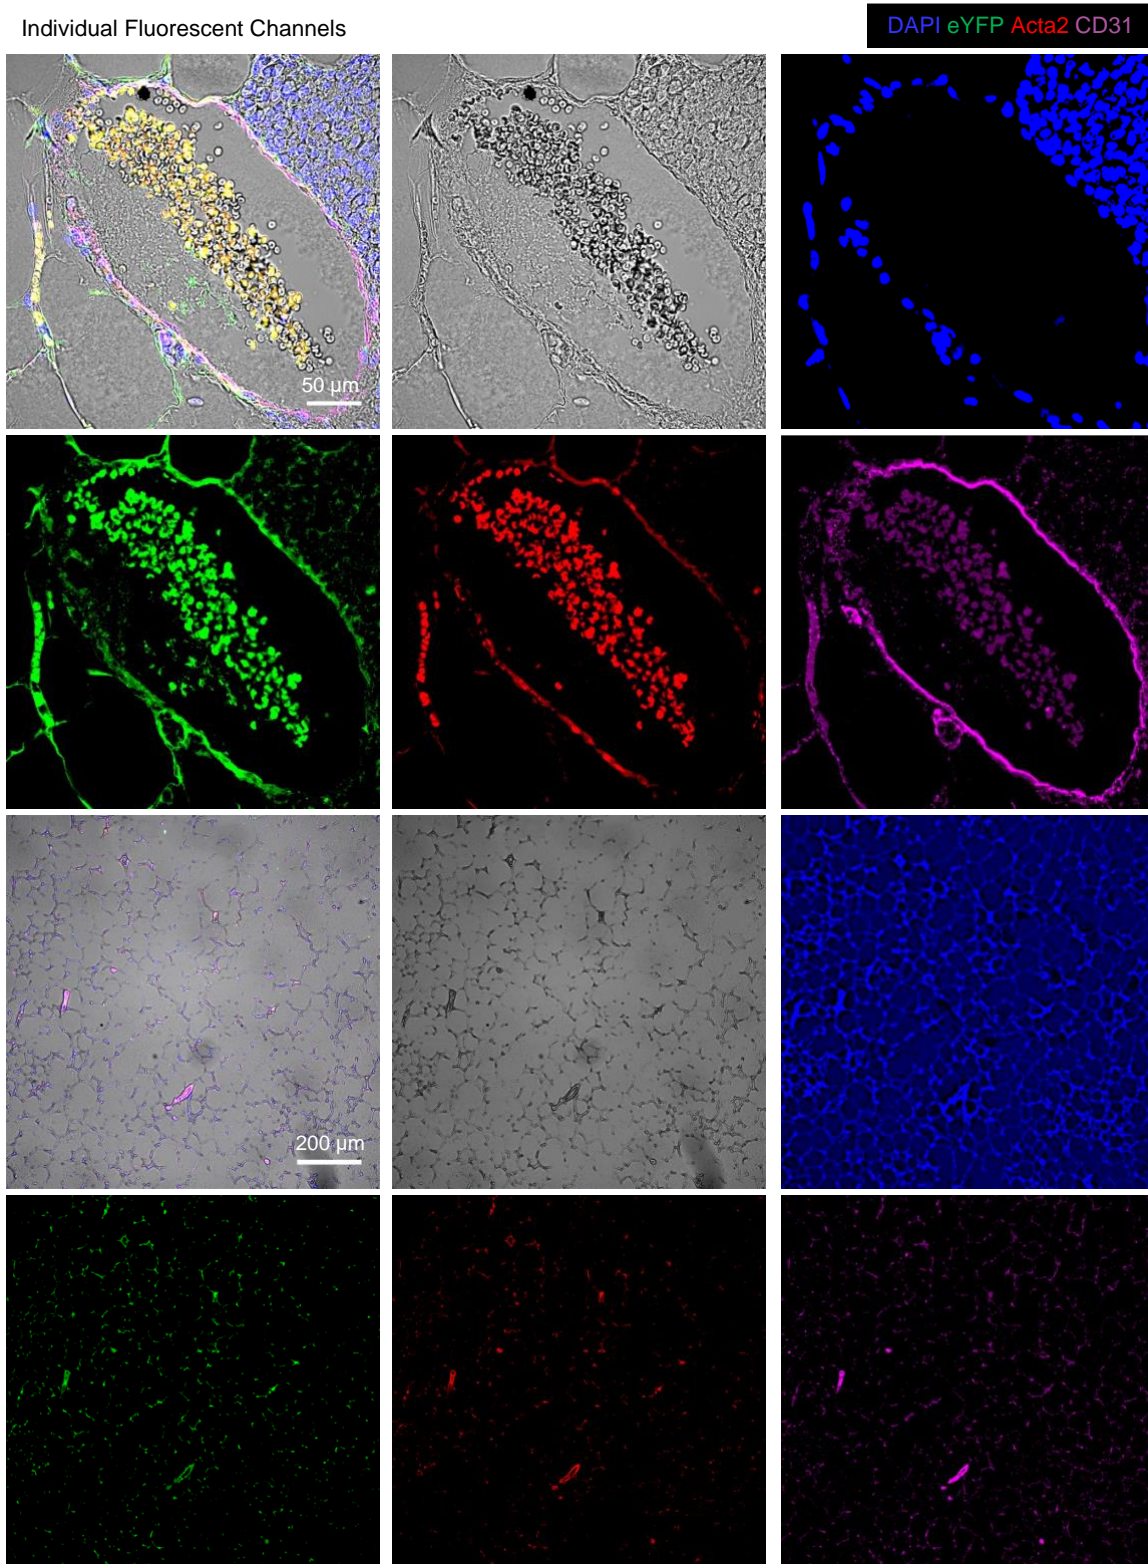

**Supplementary Figure 3. Immunofluorescence imaging of EndoMT cells in obese visceral adipose tissue.** Individual fluorescence channels of images.

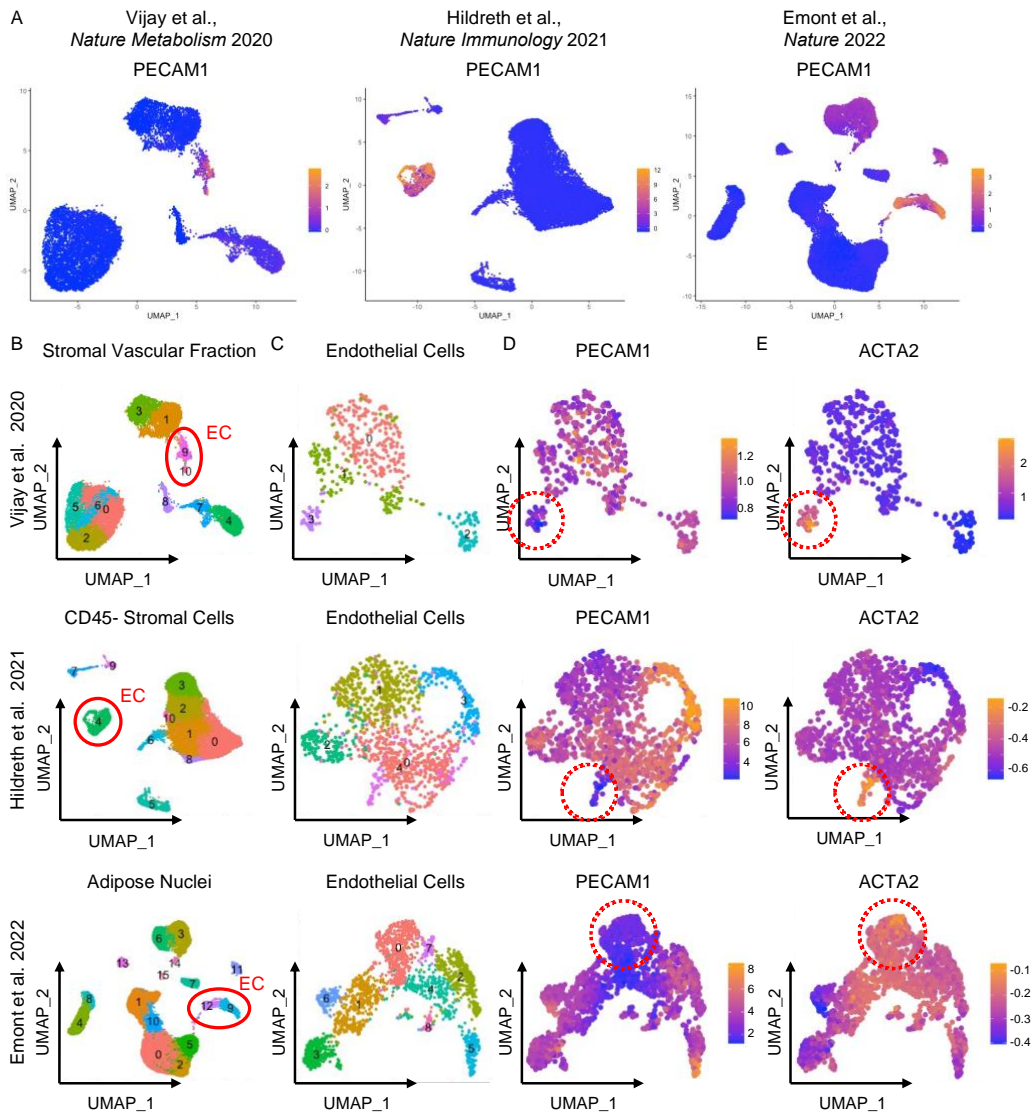

**Supplementary Figure 4. Re-analysis of endothelial cells from single cell RNA sequencing datasets of visceral adipose tissue from obese patients.** **A)** UMAP plots of all cells in single cell RNA sequencing datasets in Vijay 2020, Hildreth 2021, and Emont 2022 with expression of PECAM1 highlighting endothelial cell clusters. UMAP plots showing **A)** all cells with endothelial cells highlighted by a red circle and **B)** endothelial cells, with EndoMT cells highlighted with a red dotted circle with **C)** relative *PECAM1* expression (low in EndoMT cells), and **D)** relative *ACTA2* expression (high in EndoMT cells) in each individual dataset.

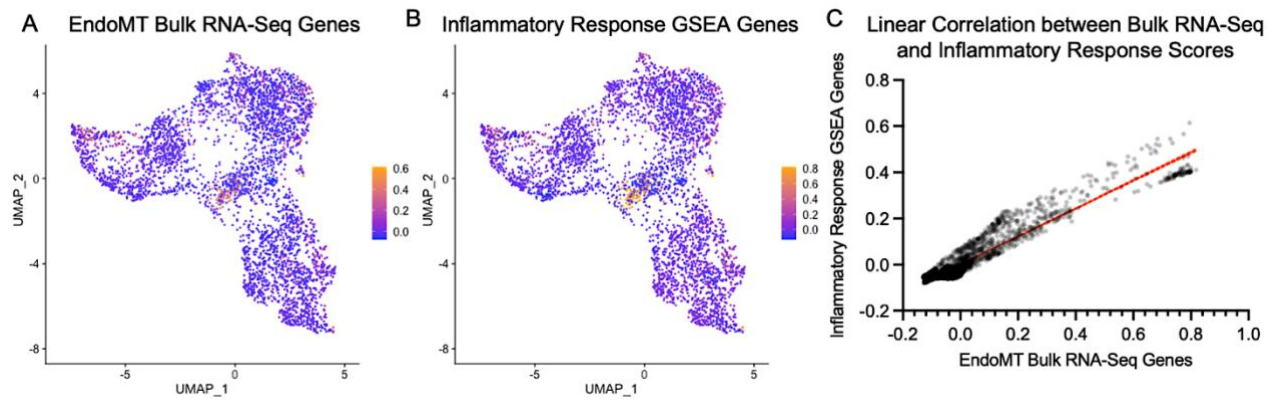

**Supplementary Figure 5. Re-analysis of endothelial cells from single cell RNA sequencing datasets of visceral adipose tissue from obese patients.** Relative gene set scoring of genes that are co-regulated in **A)** bulk RNA sequencing datasets from HAMEC and *Cdh5*CreER<sup>T2</sup>;Rosa26eYFP, and **B)** genes in the inflammatory response GSEA. **C)** Linear correlation between Bulk RNA-Seq and Inflammatory Response scores in individual endothelial cells ( $r^2 = 0.900$ ,  $p\text{-value} < 0.0001$ ).

How the deposited data were processed for this re-analysis (not part of the article)

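Bulk RNA sequencing of 12 samples was analysed: 3 libraries of CD31+eYFP+ endothelial cells and 3 of CD31−eYFP+ EndoMT cells sorted from visceral adipose tissue of lineage-traced mice on HF/HS diet, and 3 control and 3 EndoMT samples of HAMEC. Conditions were taken from the sample labels and the paper's text. The methods list NC and HF/HS mice for the bulk sequencing, whereas the labels and the results give HF/HS for all 6 mouse libraries, and the latter was used. The authors' flow cytometry, imaging and single-cell data were not used here.

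The authors quantified reads with Kallisto against mouse and human transcripts, aggregated them by gene symbol, and normalized and tested them with Sleuth. The authors deposited a signal per gene and sample, a normalized abundance that behaves like TPM rescaled between samples. The paper's text does not name the annotation release, the filter or the model given to Sleuth. The deposited p-value and q value are those of the authors' test, and the column of −log10 p-values was computed by the authors from them. The deposited log2 fold change is the log2 of the ratio of group means, which the authors computed in a spreadsheet, and for HAMEC the authors also deposited the ratio itself. These comparisons by the authors were used only to count their calls and for tests in the closing section. The tables hold 8933 mouse genes and 15083 human genes. The depth of each library is unknown, since the deposited values are not counts, so no counting error or smallest detectable share was computed. The number of replicates limits the precision.

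Values were analysed as deposited, without further normalization between samples. Genes with a mean of at least 1 over the 6 samples of a model were tested (6739 in the mouse libraries and 12570 in HAMEC), on log2 of the value plus 0.5. The test was limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a mean-variance trend) with the group as the only term, and p-values were adjusted by Benjamini-Hochberg over all genes tested. Genes were called at an unadjusted p-value under 0.05, the threshold from which the authors' volcano plots are colored, and adjusted counts are given beside them. Gene lists were tested with camera in limma, with an inter-gene correlation of 0.01, two-sided, and adjusted over all lists of a model. Camera compares genes, so n beside its p-values counts the genes of a list, the groups are 3 samples against 3, and its p-value is not that of an exact test over samples. The Hallmark sets were not used. The lists were written by hand before the data were examined, and Reactome pathways from fgsea 1.28.0 served as an alternative. A list's effect is its median log2 fold change less the median of all genes. The overlap of the models used upper-cased gene symbols and Fisher's exact test on genes tested in both. Gene positions were read from GENCODE annotation on GRCm38 and GRCh38. Tables and figures were made with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.

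Genes named in the text are those the paper names for these experiments in its results or labels in Fig. 4A, 5C and 5E, Pecam1, Cdh5 and Acta2 in both models, and, in each model and direction, the 5 genes with the largest log2 fold change. The latter had to pass the adjusted p-value (the unadjusted one where fewer than 5 passed) and to separate the groups. Some of the genes the paper names are not reported here, and counts of named genes leave them out. Other genes are named only where the text says so. The pairing of mouse libraries comes from the paper's results, which call the replicates paired, and pairs were taken by replicate number. The fit without pairs is the main one, since the methods do not describe a paired model.

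Alternatives set before the data were examined were the replicate number as a block, no filter on low values, a mean of at least 10, pseudocounts of 0.1 and 1, median-of-ratios size factors, quantile normalization, limma without the trend, each replicate left out in turn, Reactome pathways in place of the lists (mouse only), and an inter-gene correlation estimated from the data. Added after the data were examined were mouse values rescaled with globin genes left out, and lists without the genes they share with the dissociation or fibroblast lists. In tests on 10 simulated data sets with known changes in 200 genes, limma without the block recovered 60.6% of the changed genes at an unadjusted p-value under 0.05 with mouse noise and 99.8% with HAMEC noise. At an adjusted p-value under 0.05 it recovered 1.05% and 97.5%. Of unchanged genes, 5.40% and 5.22% had an unadjusted p-value under 0.05. Lists of 50 genes shifted by 1 on the log2 scale were called in 10 of 10 simulations in both models, and unshifted lists in 0 of 10. The simulated noise was independent between genes, so these runs do not test the list calls where genes of a list are correlated.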

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

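Tests of red cell genes, of genes of the epididymis, of transcript length and GC content and of rescaling without globins were chosen only after the results were seen. The interferon list was written before the data were examined. No outside measurement was made, so each explanation below is a hypothesis tested on the same data.

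Globin transcripts, which the paper does not discuss, took between 45.5% and 92.7% of the totals of the mouse libraries, and 0% of the HAMEC samples. The share rose with the replicate number in both groups, and the groups had similar medians of 84.3% in endothelial cells and 81.8% in EndoMT cells. A candidate explanation is red blood cells among the sorted cells. Of 21 other red cell genes, 10 rose with the replicate number in both groups, where 2.78% is expected by chance and 3.03% of all genes did so (binomial p = 7.3e-11, one-sided, with genes not independent). This explanation remains, although the test cannot tell red cells from their free RNA. No biological explanation was tested. The pairing of same-numbered libraries follows the replicate number, but the paper gives no property of the pairs to set against the globin share. With globins left out and the libraries rescaled, the median of all genes moved from 0.03 to 0.13 on the log2 scale, and 126 genes were higher in EndoMT cells and 190 in endothelial cells.

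Genes of the epididymis, outside those the paper discusses, were higher in the endothelial libraries of the mice. A list was written after several such genes were seen among the largest differences, and the 48 genes on it other than those first seen had a median log2 fold change of −3.09 in EndoMT against endothelial libraries. None of the 48 was higher in EndoMT libraries. The 48 are not free of large differences seen in the same data. Spag11a among them is also 1 of the 5 largest decreases among genes whose groups did not overlap. Ly6g5b, also among the 48, fell further (log2 fold change −4.92 with the replicate block), but its groups overlapped. In 34 of the 48 genes, the endothelial library had the higher value in all 3 pairs. By chance 12.5% is expected for independent genes, which these are not. The sum of the 48 genes was 3.87, 7.06 and 20.3 times higher in the endothelial library of pairs 1 to 3. Many of these genes (Lcn, Defb, Cst and Spag11 families) have close paralogs, so single members are uncertain. Carry-over of cells or RNA of the epididymis, which adjoins the fat pad in male mice, is a candidate explanation (camera, n = 48 genes, p = 3.9e-28, two-sided). With globins left out the list gave p = 2.1e-39 (n = 48 genes), but that rescaling moves the list and all other genes of a library together, so it does not test whether globins play a part. Correction of each library for its trend with transcript length moved the list from −3.12 to −2.97 relative to all genes (camera, n = 48 genes, p = 1.9e-41), and for GC content to −3.11 (p = 1.7e-43). In the authors' deposited table, 42 genes of the epididymis were called, all 42 higher in endothelial cells, and of the 12 genes with a q value under 0.05 in the authors' deposited table, all 12 were higher in endothelial cells and 7 are genes of the epididymis. To ask how far this reaches, the authors' other calls were tested within groups. The 406 other genes that passed the filter on low values and that the authors' deposited table calls higher in endothelial cells followed the summed genes of the epididymis within groups more closely than all of 10000 random lists matched on abundance (percentile 100). Their median correlation was 0.44, against 0.21 for all genes. After globins were left out these were 0.26 and 0.0021, and the percentile, which was already at its limit, was 100, so dilution by globins cannot be told apart as a part of the pattern. The 339 genes that passed the filter and are called higher in EndoMT cells there were at percentile 0. Of the genes the paper names for endothelial cells, Prdx6, Sod1, Prdx1, Mgll, Gnpat, Pts, Rdh16 and Dld had within-group correlations of 0.93, 0.85, 0.81, 0.73, 0.54, 0.17, 0.10 and 0.039 with that sum over the 6 libraries, too few for a test of single genes. This is a hypothesis about a part of the endothelial list, and it leaves open whether the pattern is of sorting or of dissection.

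Interferon response genes, which the paper does not report for HAMEC, had a median log2 fold change of 2.31 in EndoMT samples, and 56 of the 56 genes tested were higher in them (camera, n = 56 genes, p = 7.2e-66). The list was higher in every alternative run for HAMEC, which leaves out Reactome pathways, with a median between 2.23 and 2.42 relative to all genes. Its largest p-value by camera was 0.00575 (n = 56 genes), with an inter-gene correlation estimated from the data. After adjustment over the lists, that p-value was 0.0977. IFN-γ in the cocktail is the biological explanation that the design gives. Transcript length and GC content had Spearman correlations of −0.0088 and 0.035 with the log2 fold changes of all genes, and correction for their trends left the list at 2.38 (n = 55 genes, p = 4.6e-63) and 2.37 (p = 1.9e-60), against 2.32 without it. Of the 4 splits of the samples that part every same-numbered pair, 1, the real one, gave as many genes at an unadjusted p-value under 0.05 (3469, others between 295 and 507). Replicate numbers are not described as pairs for HAMEC, and of all 10 splits 1, again the real one, gave as many (others up to 578). Neither number of splits allows a share under 0.05, so this count by itself could not set aside a grouping by chance, and 1844 genes had an adjusted p-value under 0.05 by limma.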

How the results depend on the processing

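The alternatives and lists named here were set before the data were examined, except the rescaling without globins and the shortened lists, which were chosen after the results were seen. HAMEC counts of genes higher in EndoMT samples kept within 1.5 times their value in every alternative (1362 to 1945), and the P53 list stayed between −0.092 and −0.010 relative to all genes. The mouse transition and matrix list stayed above 0 in every alternative (0.52 to 1.01). The replicate block, limma without the trend and the estimated correlation cannot move the median of any list. Limma without the trend left the camera p-values unchanged too. Changes in other results follow. The cause was not tested for any change below.

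Without the filter on low values, 178 mouse genes were higher in EndoMT cells, 29 genes were shared between the models and 4 of them were more than 2-fold higher in both. With a mean of at least 10, 24 mouse genes were higher in EndoMT cells and 61 in endothelial cells, 1034 HAMEC genes were higher in control samples, and 1 gene was shared, 0 of them more than 2-fold. With the replicate number as a block, 37 mouse genes had an adjusted p-value under 0.05, against 0 without it (where 301 had an unadjusted one), and 4 shared genes were more than 2-fold higher. Quantile normalization gave 21 shared genes (4 more than 2-fold) with p = 0.0137 by Fisher's exact test, against p = 1, and limma without the trend gave 20.

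With an inter-gene correlation estimated from the data, 12 of the 13 lists with an unadjusted p-value under 0.05 by camera no longer passed. The exception was the HAMEC interferon list (n = 56 genes, p = 0.00575, adjusted p = 0.0977). The 12 were 7 of 7 in the mouse libraries and 5 of 6 in HAMEC. Among them were mouse transition and matrix (0.74 relative to all genes, n = 53 genes, p = 0.151), mouse inflammatory response (0.55, p = 0.209), HAMEC inflammatory response (0.17, p = 0.0994) and HAMEC IL6/JAK/STAT3 (0.045, p = 0.0957). With Reactome pathways, the mouse inflammatory response was 0.12 (n = 112 genes, p = 0.276), TGFβ signaling −0.27, reactive oxygen species −0.31 (p = 0.0423), peroxisome −0.81 (n = 11 genes, p = 0.101), fatty acid metabolism −0.076 and transition and matrix 0.60 (n = 113 genes, p = 3.5e-07). Median-of-ratios size factors gave reactive oxygen species −0.31 (n = 42 genes, p = 0.0442), where the values as deposited gave p = 0.0822. With a mean of at least 10, mouse TGFβ signaling was −0.20 and fatty acid metabolism 0.070. Without the filter, the mouse peroxisome list was −0.12 (n = 41 genes, p = 0.0490) and the HAMEC inflammatory response 0.048 (p = 0.118). Pecam1 reversed to −0.054 with median-of-ratios size factors.

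Leaving out 1 sample at a time gave these ranges: 51 to 161 mouse genes higher in EndoMT cells, 115 to 285 higher in endothelial cells, 0 to 1 with an adjusted p-value under 0.05, 1186 to 1583 such genes in HAMEC, 9 to 25 shared genes, and 1 to 5 of them more than 2-fold. For the lists, the ranges relative to all genes were 0.52 to 1.01 (mouse transition and matrix), 0.38 to 1.12 (mouse inflammatory response), −0.034 to 0.62 (mouse TGFβ), −0.38 to −0.18 (reactive oxygen species), −0.31 to 0.11 (fatty acid metabolism), −0.41 to 0.090 (peroxisome), 0.11 to 0.18 (HAMEC inflammatory response), −0.021 to 0.025 (HAMEC TGFβ), 0.032 to 0.10 (IL6/JAK/STAT3) and −0.092 to −0.010 (P53). By camera, the mouse inflammatory response list (n = 33 genes) no longer passed 0.05 without endothelial replicate 1 (p = 0.134) or EndoMT replicate 3 (p = 0.0527), nor HAMEC inflammatory response (n = 45 genes) without EndoMT replicate 3 (p = 0.0530), and reactive oxygen species (n = 42 genes) passed without EndoMT replicate 3 (p = 0.0293). Among single genes, Pecam1 ranged from −0.20 to 0.30 and CTNNB1 from −0.065 to 0.022, which changes their direction. Over all alternatives, single mouse genes kept their direction and their side of the threshold in 557 cases, passed it newly in 30, lost it in 16 and reversed in 5. For HAMEC the numbers were 379, 1, 3 and 1, and the 1 that passed newly was PECAM1 with quantile normalization.

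The depth of the libraries is unknown, so which genes are listed at 0 for lack of reads cannot be told. In simulations with mouse noise, 1.05% of genes changed by 2 to 3 on the log2 scale passed an adjusted p-value of 0.05 and 60.6% passed an unadjusted one, so the 0 adjusted mouse genes do not show that genes of this size are unchanged.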

Differences from the paper's values

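The paper's number of genes that differ in the mouse libraries is 885, against 301 here, and alternatives gave between 85 and 441. Unchanged genes alone can give as many as the 301 at that threshold. The paper's number of genes higher in EndoMT cells is 667, against 101 here (24 to 178). None of the alternatives set before the data were examined closed either gap. The paper's number of genes shared between the models is 86, against 13 here (1 to 29), and the paper's number more than 2-fold higher in both is 10, against 2 here (0 to 5). None of the alternatives set before the data were examined closed these gaps, and the counts in the authors' deposited table are the paper's 86 and 10. Unchanged genes alone can give as many mouse calls as entered the 13, so that overlap cannot tell whether the models share changed genes. The authors' deposited table gives 926 mouse genes with a p-value under 0.05, with 442 higher in EndoMT cells and 484 higher in endothelial cells. ACTA2 in HAMEC was about 1.1 in Fig. 5C, read by eye, against a log2 fold change of −0.076 here and −0.080 in the authors' deposited table. None of the alternatives set before the data were examined closed the gap.

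The paper states that genes of TGFβ signaling, inflammation, transition and matrix are enriched in mouse EndoMT cells. Of the 17 it names, limma called 1 at an unadjusted p-value under 0.05, Col12a1, which was tested only without the filter on low values, and 0 after adjustment. The replicate block called Il6, Klf4 and Col12a1. Il6 was also called when endothelial replicate 2 or EndoMT replicate 1 was left out. Klf4 was also called without the filter and with a pseudocount of 1, and when endothelial replicate 3 or EndoMT replicate 1 was left out. Tgfb2 was called without the filter and when EndoMT replicate 3 was left out. Il10rb was called when endothelial replicate 1 was left out, and Cxcl1 and Jund, which Fig. 4A labels, when EndoMT replicate 1 was left out. The paper names Sod1, Prdx1, Prdx6 and Rdh16 as enriched in endothelial cells. Prdx6 was called with the replicate block and when endothelial replicate 3 or EndoMT replicate 1 was left out, Sod1 when EndoMT replicate 1 was left out, and Prdx1 and Rdh16 under no alternative. Of the shared genes the paper names, Tap2, Klf4, Cd40, Xaf1 and Golm1 were called in mouse with the replicate block, of which Cd40 and Golm1 were tested only without the filter, and Xaf1 and Golm1 were called without the block. Tap2 was also called with quantile normalization, without the trend, and when endothelial replicate 1 or EndoMT replicate 3 was left out, Oas3 without the filter, with a pseudocount of 0.1 and when EndoMT replicate 1 was left out, and Ccbe1 when endothelial replicate 2 was left out. Of 30 named mouse genes that passed the filter, 5 were called, 11 were called in some alternative only and 14 in none. Of the 5, Gnpat lost the call in 5 alternatives, Dld and Xaf1 in 4 each, and Mgll and Pts in 1 each. Among the fits that left out 1 library, Gnpat kept it only without endothelial replicate 3. Dld kept it only without endothelial replicate 2 or EndoMT replicate 2.

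The paper states that reactive oxygen species and peroxisome gene sets are enriched in mouse endothelial cells and fatty acid metabolism trends so. The lists used here were −0.29 (camera, n = 42 genes, p = 0.0822), −0.057 (n = 39 genes, p = 0.190) and −0.023 (n = 63 genes, p = 0.338) relative to all genes. The first passed 0.05 with Reactome (n = 22 genes, p = 0.0423) and median-of-ratios size factors (p = 0.0442) and when EndoMT replicate 3 was left out (p = 0.0293), and the peroxisome list without the filter (n = 41 genes, p = 0.0490). The paper states a trend of P53 and TGFβ gene sets toward HAMEC EndoMT samples. The lists used here were −0.043 and 0.0024 relative to all genes. Fig. 5C labels CTNNB1 among changed genes, and here its log2 fold change was −0.036 (limma, adjusted p = 0.781).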

Other observations

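The tests of dissociation, fibroblast and leukocyte genes and of other splits of the samples were chosen before the data were examined. The tests of shortened lists, of length and GC content, of exchanged labels, of stromal genes in both fractions, of a paired model and of sperm genes were chosen only after the results were seen.

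Of the 4 splits of the mouse libraries that part every same-numbered pair, 1, the real one, gave as many genes at an unadjusted p-value under 0.05 (301, others between 186 and 262). With all 10 splits, 5 gave as many, and splits that keep same-numbered libraries together gave up to 702 genes. With 4 splits, a grouping by chance cannot be told apart from the difference between the sorted groups.

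Mouse EndoMT cells had higher dissociation genes (45 of 53 tested, median 0.50 relative to all genes, camera, n = 53 genes, p = 3.7e-07) and higher fibroblast genes (25 of 28, median 0.70, p = 1.4e-06), while leukocyte genes were lower (5 of 20 higher, p = 0.0275, adjusted p = 0.0779). That test compares the fractions and cannot tell whether both hold leukocytes. With an inter-gene correlation estimated from the data the 3 lists had p = 0.140, 0.159 and 0.335. With 1 library left out, medians relative to all genes were 0.29 to 0.87 for dissociation and 0.35 to 0.90 for fibroblast genes. For leukocyte genes they were −0.93 to −0.16, against −0.75 with all libraries. The leukocyte list (n = 20 genes) no longer passed 0.05 by camera without endothelial replicate 3 (p = 0.619), EndoMT replicate 2 (p = 0.0867) or EndoMT replicate 3 (p = 0.109). A response to dissociation may add to the difference, and so may fibroblasts in the sorted fraction. EndoMT itself could raise fibroblast genes, so the test does not tell fibroblasts from transition. The inflammatory response list without its dissociation genes still passed (0.47, n = 27 genes, p = 0.0459), as did the transition and matrix list without its fibroblast genes (0.68, p = 7.6e-04) at an inter-gene correlation of 0.01. The shortened lists were not run with an estimated correlation, with which the full lists did not pass, and removing listed genes does not set aside dissociation or fibroblast RNA for the others. After correction for trends with transcript length the inflammatory response list (n = 33 genes) had p = 0.00714 and the transition and matrix list p = 5.0e-04, and with GC content p = 0.00423 and p = 1.4e-04.

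Endothelial markers did not separate the mouse groups. The endothelial list had 11 of 15 genes higher in the EndoMT libraries, median 0.19 relative to all genes (camera, n = 15 genes, p = 0.304). The median was −0.28 without endothelial replicate 1 and −0.083 without EndoMT replicate 3, and above 0 without each of the other libraries. With all 6 libraries, the direction is the one exchanged labels would give. That direction depends on single libraries, and the higher fibroblast genes in the EndoMT libraries go against exchanged labels. Exchanged labels therefore cannot be told apart by this test. Acta2, a mesenchymal marker, was lower in the EndoMT library of all 3 pairs (log2 fold change −1.68), and limma called it at an unadjusted p-value under 0.05 with the replicate block and when EndoMT replicate 2 was left out, and not otherwise. In 6 of the 6 libraries, the median of the fibroblast list exceeded that of the endothelial list, so a mixture of stromal cells in both fractions may remain as an explanation.

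Some genes whose groups overlap had small p-values in the authors' deposited table. Across genes, the authors' p-values had a Spearman correlation of 0.671 with those of limma without the replicate block and 0.693 with it, a difference of 0.0227. A paired model by the authors is a candidate explanation, and the difference is small. Of the 926 mouse calls in the authors' deposited table, 228 have a group in which every library is below 0.5, and 139 lie under the filter on low values used here. Of the 86 shared genes in the authors' deposited table, 23 have endothelial libraries of the mice that are all below 0.5.

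Tnp2 and H2al2a, genes of sperm, were among the largest increases in mouse EndoMT libraries. A list of 14 other sperm genes did not differ between the groups (camera, n = 14 genes, p = 0.358, 9 higher in EndoMT libraries). Among them, Prm2 had values of 98.2, 84.0 and 72.0 in endothelial and 103, 100 and 34.3 in EndoMT libraries, and Prm1 10.3, 51.8 and 12.7 and 1001, 184 and 7.53 (2 genes chosen after their values were seen). The list test compares the groups and does not speak against sperm RNA in both, so sperm RNA in the EndoMT libraries cannot be told apart from other explanations, and no other was tested.

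In HAMEC, 42 of 44 ribosomal protein genes were lower in EndoMT samples, with a median of −0.22 relative to all genes (camera, n = 44 genes, p = 2.6e-10), −0.22 with median-of-ratios size factors and −0.19 with quantile normalization. With 1 sample left out the median was −0.24 to −0.14, the smallest change without EndoMT replicate 3, where 8 of 44 genes were higher (camera, n = 44 genes, p = 1.2e-07). With an inter-gene correlation estimated from the data, p was 0.246. No technical or biological explanation was tested.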
